# Unwavering Pathobiology of Volumetric Muscle Loss Injury

**DOI:** 10.1038/s41598-017-13306-2

**Published:** 2017-10-13

**Authors:** Sarah M. Greising, Jessica C. Rivera, Stephen M. Goldman, Alain Watts, Carlos A. Aguilar, Benjamin T. Corona

## Abstract

Volumetric muscle loss (VML) resulting from extremity trauma presents chronic and persistent functional deficits which ultimately manifest disability. Acellular biological scaffolds, or decellularized extracellular matrices (ECMs), embody an ideal treatment platform due to their current clinical use for soft tissue repair, off-the-shelf availability, and zero autogenous donor tissue burden. ECMs have been reported to promote functional skeletal muscle tissue remodeling in small and large animal models of VML injury, and this conclusion was reached in a recent clinical trial that enrolled 13 patients. However, numerous other pre-clinical reports have not observed ECM-mediated skeletal muscle regeneration. The current study was designed to reconcile these discrepancies. The capacity of ECMs to orchestrate functional muscle tissue remodeling was interrogated in a porcine VML injury model using unbiased assessments of muscle tissue regeneration and functional recovery. Here, we show that VML injury incites an overwhelming inflammatory and fibrotic response that leads to expansive fibrous tissue deposition and chronic functional deficits, which ECM repair does not augment.

## Introduction

Biomaterial-based technologies that enhance host tissue regenerative responses hold significant promise for restoration of functional soft tissue. Traumatic partial ablation of skeletal muscle, or volumetric muscle loss (VML) injury is particularly in need of an effective regenerative therapy. VML injury presents a defect region in which all native elements required for canonical skeletal muscle regeneration (e.g., basal lamina and satellite cells) are removed; and, because adult mammalian skeletal muscle is not adept at *de novo* muscle fiber regeneration or hyperplasia, chronic loss of muscle tissue, persistent strength deficits, and disability manifest^1–4^. Encouraging results in animal models, in which implantation of dissociated native muscle elements necessary for canonical muscle fiber regeneration effectively promoted *de novo* muscle fiber regeneration and neuromuscular functional recovery^5–7^, highlight the potential of regenerative therapeutics. The challenge now is to delineate which of these native regenerative elements (or their surrogates) must be implanted to instruct and interact with the host *in vivo*.

Acellular biological scaffolds, or extracellular matrices (ECMs), are biological materials that have been widely evaluated for VML repair due to their off-the-shelf availability, and zero autogenous donor tissue burden. Various ECMs derived from different species and tissues using proprietary decellularization methods are in clinical use for several soft tissue indications, to include herniated abdominal muscle wall repair. While ECM devices are FDA approved for soft tissue reinforcement with general claims of host tissue deposition, which may potentially be fibrotic, the basic literature is comprised of numerous reports that have investigated if ECMs specifically promote functional muscle tissue regeneration (for review see^8^). Implanted ECMs are hypothesized to create a regeneration-permissive environment within the defect area that chemoattracts and modulates the myriad of cell types needed to orchestrate regeneration of functional skeletal muscle tissue. The existing literature reports mixed results on the capacity of ECMs to promote this form of skeletal muscle tissue specific constructive remodeling^9,10^. The potential of constructive remodeling, however is supported by an impressive report of a physiologically relevant magnitude of muscle tissue regeneration following an ECM implantation in a large animal model^11^.

A recent clinical trial^12^ involving 13 patients investigated commercially available decellularized small intestine submucosa (SIS) and urinary bladder matrix (UBM) derived ECM repair of VML injury to improve functional outcomes. Using muscle function as a metric of efficacy, in comparison to the injured limb pre-surgically 7 patients improved function, 3 had no change, and 3 had subsequent loss of function. ECM repair resulted in bulking of the muscle unit; however, further investigation using muscle biopsies does not conclusively present evidence of muscle fiber regeneration in the area of implantation beyond islands of muscle fibers (~10–50 muscle fibers). Moreover, these fibers are unlikely to significantly contribute to voluntary contractile force in human muscles, which are comprised of hundreds of thousands of muscle fibers^13,14^. Regardless, the stated conclusion drawn in this work is that biomaterial mediated constructive remodeling promotes *de novo* muscle tissue regeneration that improves limb function^15^.

The difficulty of powering clinical trials to determine efficacy and mechanism of action, matched with the discrepancies within the basic science literature in demonstrating ECM-mediated functional muscle tissue regeneration currently confounds clinical recommendation of ECMs for VML injury repair. Herein we performed a translational study in a porcine VML injury model to interrogate the capacity of commercially available ECMs to promote functional recovery of VML injured musculature and used unbiased analyses for functional recovery and regeneration of muscle tissue.

## Results

### Confirmation of Porcine VML Injury

VML injury is defined as partial ablation of skeletal muscle that cannot be endogenously regenerated and imparts a persistent functional deficit^16,17^. Herein, VML injury was surgically created bilaterally in the porcine peroneous tertius (PT) muscle, the primary dorsiflexor muscle, by excising 5.10 ± 0.03 g muscle tissue to create a defect of ~3 × 3 × 1 cm in the middle third of the musculature (Supplementary Fig. 1). The VML injury increased anterior compartment soft tissue volume compared to sham-operated values measured using CT by ~31% at 2 weeks post-injury (p = 0.009), likely due to acute inflammation, and later resulted in an ~8% increase at 10 weeks post-injury (Figs 1 and 2). The latter increase in soft tissue volume corresponded with histological evidence of extensive fibrotic tissue deposition with no clear indication of muscle fiber regeneration within the defect area (Fig. 3).

**Figure 1:**
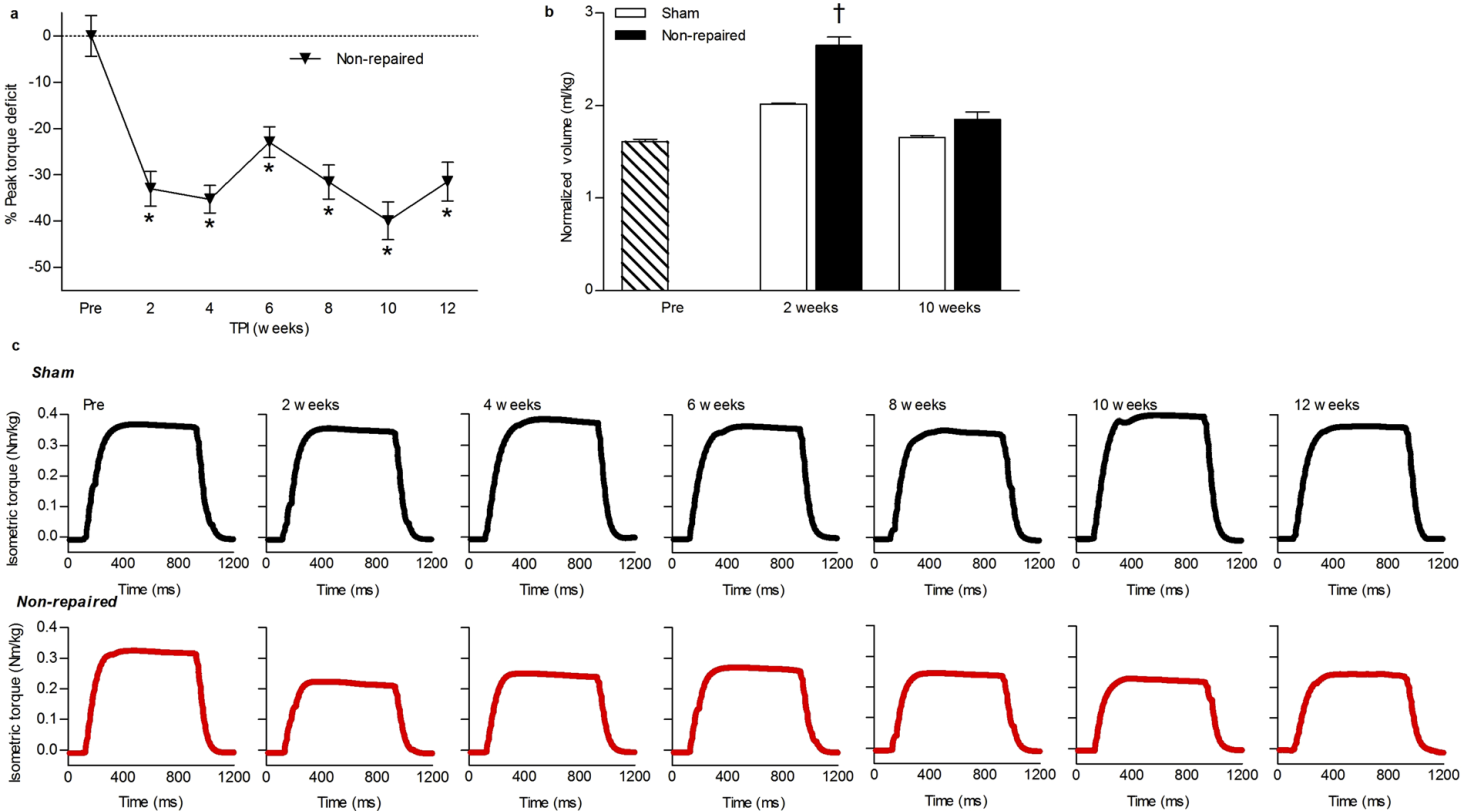
VML injury in the porcine PT muscle causes persistent functional deficits. (**a**) The peak strength deficit of the non-repaired (n = 12) compared to sham-operated control (n = 2) at each time point was determined. The significant torque deficits at each time point were compared to the pre-surgical time point (one way ANOVA p ≤ 0.001; *significantly different than combined pre). (**b**) The volume of the anterior compartment was normalized to body weight at each time point. At 2 weeks post-injury there is a significant increase (one way ANOVA p = 0.009; ^†^significantly different than sham at the same time point) in the volume of the compartment, likely indicative of swelling and inflammation in the non-repaired limb (n = 4) in comparison to the sham-operated (n = 2). (**c**) Representative peak isometric torque tracings for the sham (black) and non-repaired (red) groups are presented.

**Figure 2:**
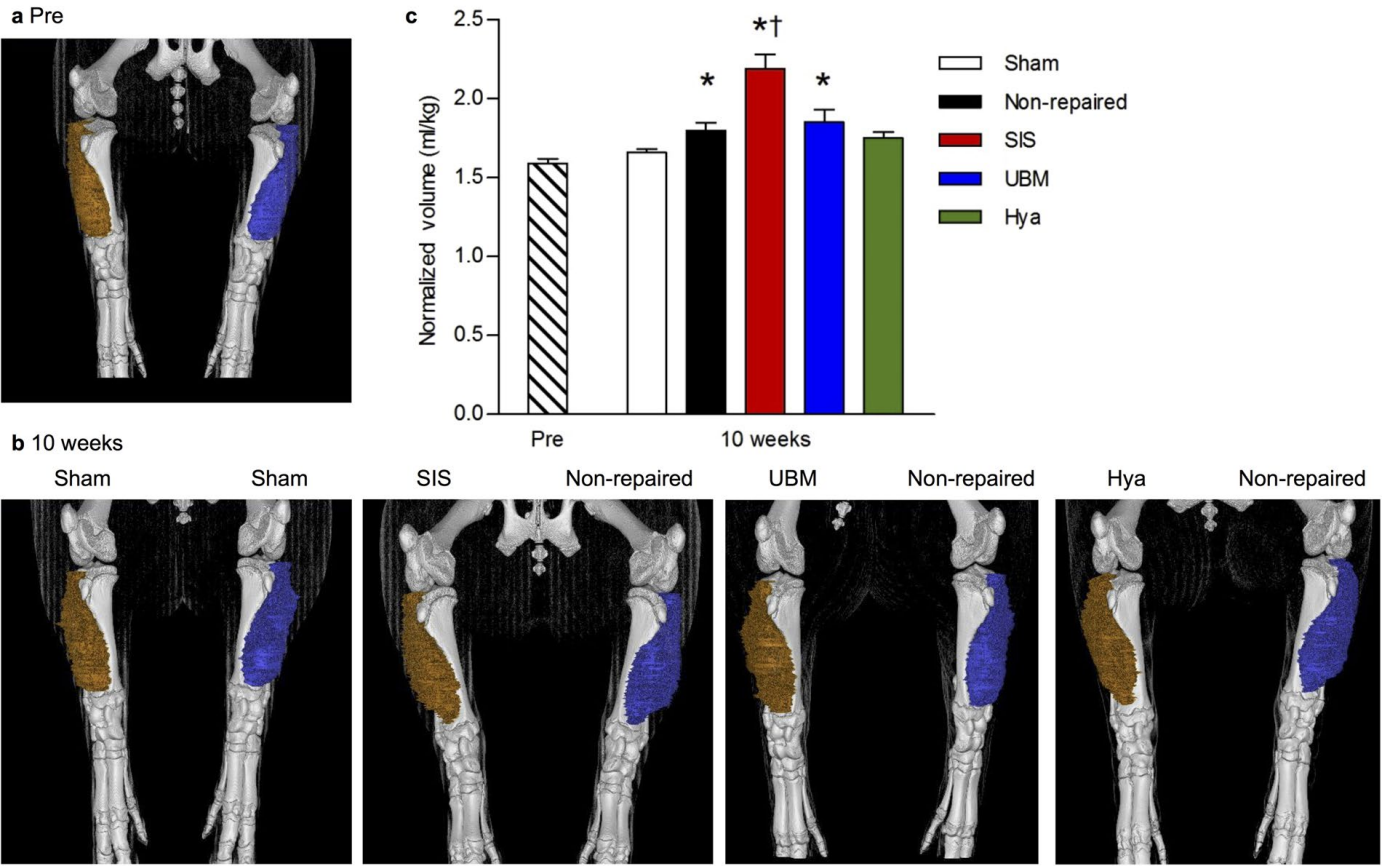
ECM repair induces tissue bulking within the anterior compartment. Standard imaging studies of the lower limb and specifically the anterior compartment were conducted with CT at 0.5 mm slice thickness; scans were acquired pre-surgically at 10 weeks post-injury. The 3D reconstruction of the limbs illustrates the anterior compartment volume for each experimental groups at the (**a**) pre-surgical and (**b**) 10 week scan. The volume of the anterior compartment normalized to body weight was not different between experimental groups and was averaged across all animals at the pre-surgical time point and is collapsed into one group (n = 12). (**c**) There was a significant increase in the volume normalized to body weight at 10 weeks, in particular the SIS-repaired group (n = 5) had the largest volume (sham n = 2; non-repaired n = 12; UBM-repaired n = 4; Hya-repaired n = 3, one way ANOVA, p < 0.001; significantly different than *combined pre; †non-repaired, UBM, and Hya).

**Figure 3:**
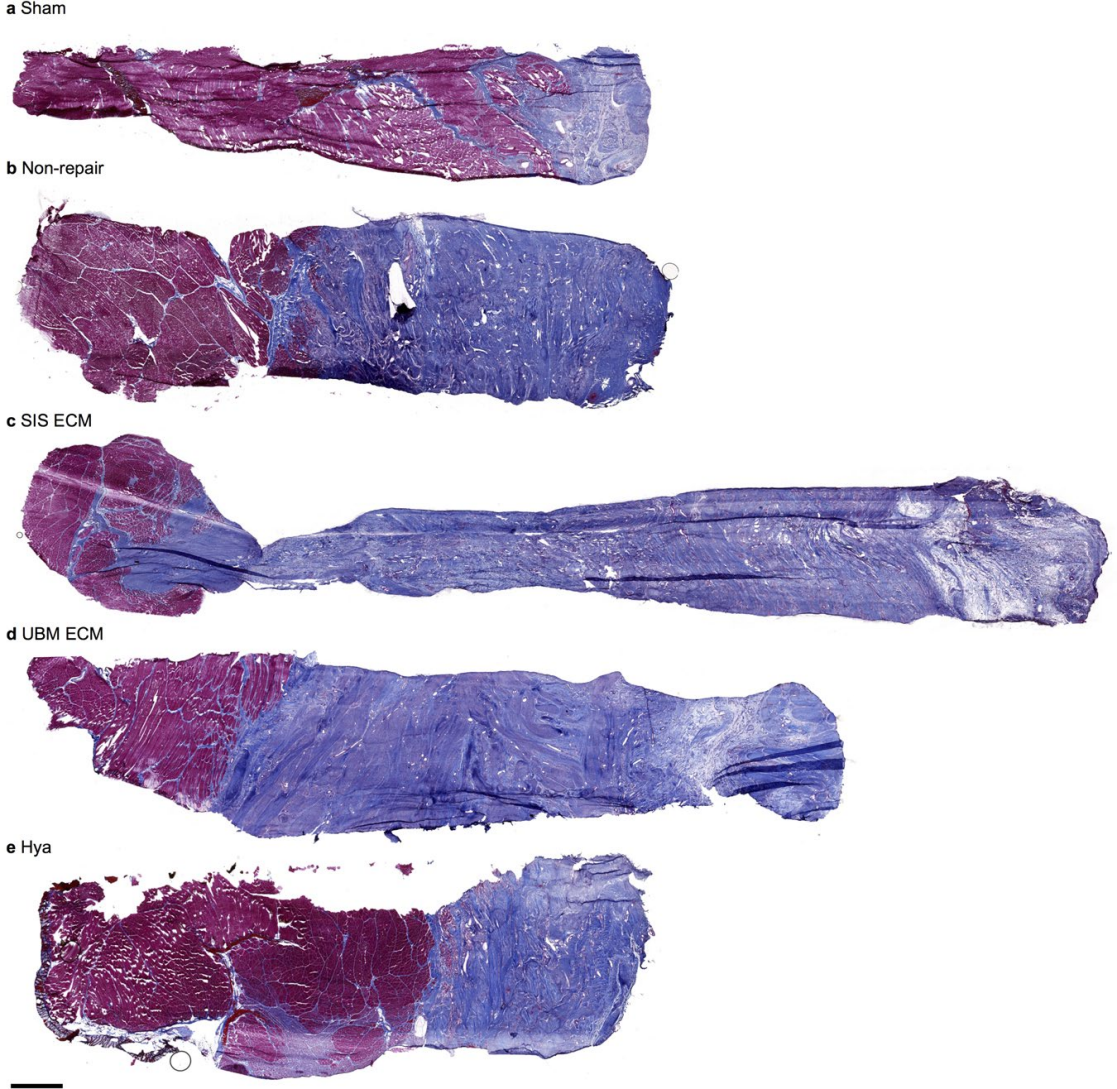
VML injury incites an overwhelming fibrotic response that is not alleviated by ECM repair. Histologic representation of a full thickness sample of porcine PT muscle through the VML defect area. Notably, there is a significant fibrotic response in the muscle, with more fibrosis repaired groups in comparison to the non-repaired. In all cases the increased fibrosis is infiltrating the native muscle tissue. In the repaired muscles there is no to merely non-physiologic islands of skeletal muscle fibers in the VML defect area. Additionally, islands of skeletal muscle fibers are also present in defect area of non-repaired muscles. Masson’s Trichrome stained (connective tissue is blue; nuclei are purple; skeletal muscle fibers are red) 12 weeks following (**a**) sham procedure or surgical repair of VML injury to the using a (**c**) SIS, (**e**) UMB, (**f**) Hya, or leaving the muscle (**b**) non-repaired. Scale bar is 2 mm; all images are at the same magnification.

To quantify the physiological magnitude of VML injury, *in vivo* neural-evoked functional assessment of anterior compartment musculature was performed (Supplementary Fig. 2). Following VML injury without repair, a significant persistent 23–40% peak strength deficit was observed through 12 weeks post-injury compared to sham-operated control values (Fig. 1; p ≤ 0.001). Collectively, the gross fibrotic response and persistent functional deficit observed in this VML model reflects salient pathophysiological outcomes observed clinically^1,2^.

### Biomaterial Repair of VML injury

#### Hyaluronic Acid Hydrogel

As an initial step in determining the capacity of an ECM to promote constructive remodeling of skeletal muscle in a porcine VML model, we sought to establish a biomaterial negative control incapable of orchestrating ECM-mediated constructive remodeling. In previous rodent VML models, ECM implantation promoted functional improvements via putative improvements in fibrosis-mediated force transmission^18,19^, and therefore we also sought to establish this negative control for implant-mediated functional improvements that are not associated with skeletal muscle regeneration. Hyaluronic acid hydrogel (Hya) was selected because it lacks cell binding motifs and matricryptic peptides^20^ that are presumptively pivotal to scaffold mediated regeneration^9^. In a pilot study, Hya was implanted into a tibialis anterior (TA) muscle rat VML model and assessed for *in vivo* TA muscle strength as a function of stimulation frequency and muscle tissue regeneration 8 weeks post-injury. Non-repaired TA muscles presented a 46–61% strength deficit, which Hya did not improve at any stimulation frequency (Supplementary Fig. 3; non-repaired vs. Hya; p ≥ 0.165). Additionally, no evidence of muscle tissue regeneration within the defect region was observed, although Hya degradation was apparent from 2 to 8 weeks post-injury (9.8 ± 0.8 vs. 4.9 ± 1.6 mm^2^, respectively; p = 0.032). Lastly gene expression of inflammatory cytokines (IL-10, Tgf-ß1, and Tnfα) and myogenic transcription factors (myogenin and Pax7) key to skeletal muscle regeneration was analyzed in TA muscles 2 weeks post-injury to determine if Hya impacted the molecular phenotype of the healing response. Expression of all genes was similarly up-regulated in Hya and non-repaired muscles (p ≥ 0.421) when normalized to uninjured contralateral muscles. Collectively, these results supported Hya as a suitable negative control for further testing alongside selected ECMs in the porcine PT VML model.

#### Acellular Biological Repair of VML Injury

The remaining studies were conducted to determine if ECM repair (SIS or UBM) of VML injury improves neuromuscular strength and muscle tissue regeneration compared to injuries left non-repaired or repaired with Hya (biomaterial negative control). PT muscle VML injuries were repaired immediately by an orthopaedic surgeon and observed out to 12 weeks post-injury.

#### Gross Observations and Complications

Swelling was obvious within the initial weeks post-surgery in the non-repaired and UBM-repaired limbs compared to sham-operated limbs. Negligible swelling on par with sham-operated limbs was observed in the Hya-repaired limbs. SIS-repaired muscles presented greater swelling than all other conditions. 12 weeks post-VML injury, the majority of limbs displayed ambiguous muscle unit borders between the PT muscle and the lateral or medial synergist muscles in the anterior compartment. There was apparent tethering between the PT muscle and synergists muscle, fascia, and the skin. In all cases, the fibrosis was greatest on the lateral aspect of the limb. The fibrosis and the tethering throughout the lower limb was most pronounced in the SIS-repaired limb, in which often there were nodules or hardened aspects of the fascia outside of the muscle. During muscle harvesting, the fibrous tissue bled extensively. In contrast to the ECM-repaired limbs, discrete muscle boundaries within the anterior compartment were observed and tissue tethering was present but markedly reduced following repair with Hya.

Notably, following the initial surgery and repair, unexpected and significant complications developed after SIS ECM-repair (Supplementary Fig. 4). At the 2–3 day post-surgical bandage change, incisions were healing but the SIS-repaired limb had notably greater swelling and erythema than all other groups, particularly the contralateral non-repaired limb. All SIS-repaired limbs displayed prolonged inflammation and swelling for the duration of the study and 80% of the limbs displayed wound complications for 8–28 days. Necessary treatment was provided to all pigs with complications, ranging from wound irrigations, debridement, additional medications, and partial removal of exuding biomaterial components. No major adverse events were noted in the sham, non-, UBM-, or Hya-repaired limbs, although one non-repaired limb had a minimal wound dehiscence, with no additionally noted swelling. It is unclear why the SIS device presented complications; given that no complications were noted in the contralateral non-repaired limb, the order of limb operation was randomized, and one of the pigs in this group did not present complications, it is not likely that compromised surgical sterility or device preparation was involved. It is possible that the surgical strategy for SIS repair, which was derived from a previous case study^2^ and involved implantation of three overlying sheets, introduced too great of a biological burden and caused wound dehiscence. Importantly, no adverse outcomes were reported using SIS or any other ECM device in a recently completed clinical trial of VML repair^15,21,22^.

#### Anterior Compartment Volume and Tissue Formation

To assess the magnitude of tissue bulking promoted by ECM implantation, the volume of the anterior compartment of the lower limb was measured using standard CT imaging and normalized to body weight (Fig. 2). Across all limbs, pre-surgically the average volume of the anterior compartment was 1.6 ± 0.1 ml/kg body weight and was not different than sham-operated limbs assessed at 10 weeks post-injury. Tissue bulking of the anterior compartment was most prominent in the SIS-repaired limb, which displayed ~22% greater volume than the non-repaired limbs (Fig. 2; p < 0.001). In contrast the UBM- and non-repaired limbs had similar volumes, while the Hya-repaired and the sham-operated were similar and lesser than all groups at 10 weeks post-injury.

Histological examination of the PT muscle indicated similar responses when the VML injury was left non-repaired or was repaired (Fig. 3). Qualitative analysis at multiple levels of the PT muscle consistently presented widespread fibrotic tissue deposition. The transitions from the remaining underlying muscle to bands of collagen were either abrupt with juxtaposed densely arranged mature collagen or more gradual with interweaving collagen interspersed with degenerating muscle fibers. However, there was no uniformity among repair groups. These observations were confirmed by independent pathologic analysis, which primarily indicated that the fibrotic tissue overlying the injured musculature was comprised of a heterogeneous composition of immature, loosely arranged, and interweaving mature collagen fibers. The overlying fibrosis also contained noted perivascular inflammation (both lymphocytes and histiocytes) and prior hemorrhage, with no apparent differences across non- or repaired limbs.

In regards to skeletal muscle fiber presentation, islands or pockets of less than 100 myosin heavy chain (MyHC) positive muscle fibers were observed in close proximity to the remaining musculature in each group; however, muscle fibers were not present throughout the defect (Fig. 4). Moreover, laminin, a primary component of the basal lamina required for skeletal muscle regeneration, was absent within the defect area of all groups with the exception of UBM-repaired muscles. In UBM-repaired muscles, wavy laminin structures were observed in the defect area that did not resemble the typical presentation in skeletal muscle, as observed in the remaining muscle mass of VML injured muscles. Given that the UBM device is comprised of basement membrane components, it is likely that the laminin protein is a remnant of the implanted ECM.

**Figure 4:**
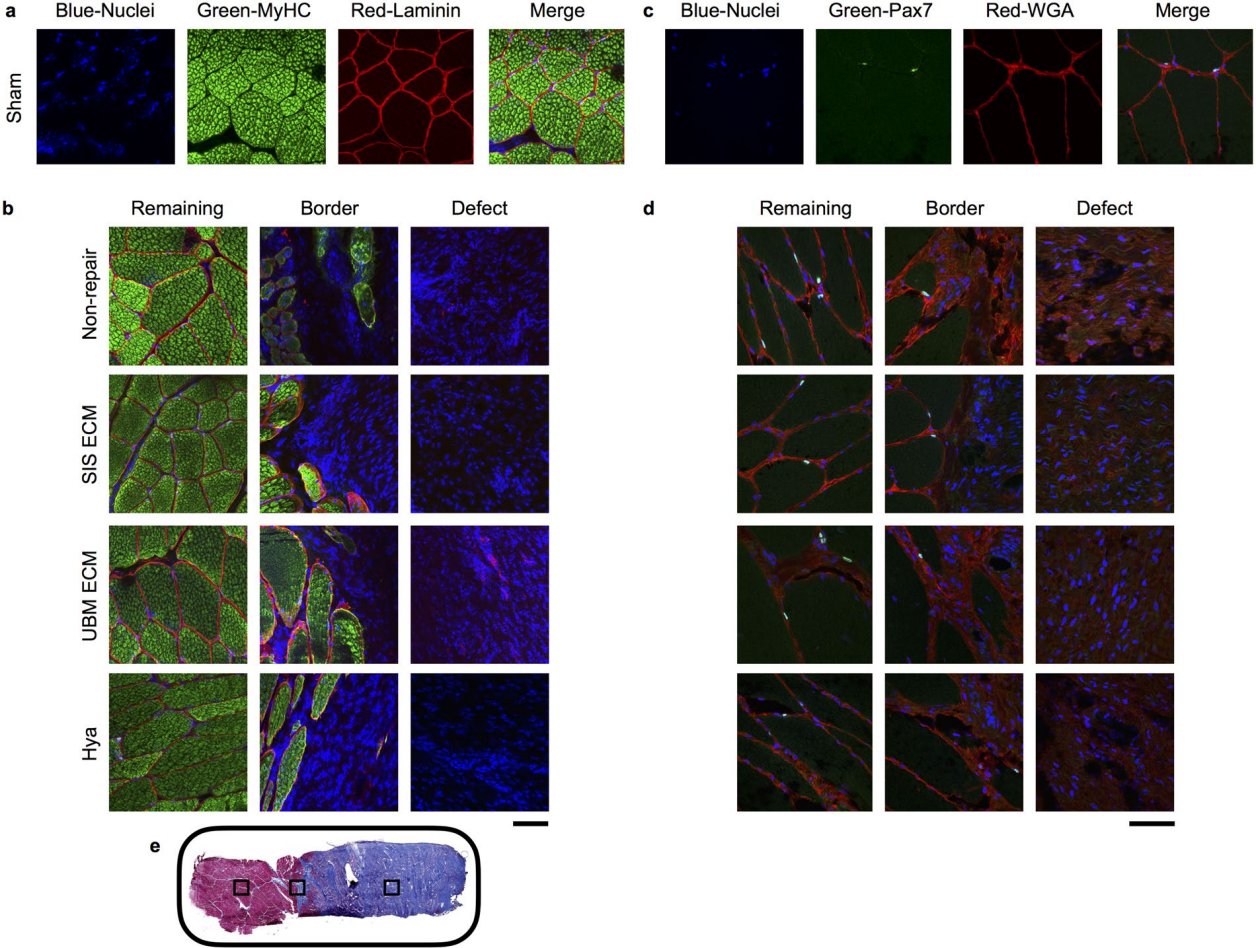
ECM repair presents no evidence of sustained muscle regeneration within the VML defect. Representative histologic images labeled with laminin (fiber sarcolemma), myosin heavy chain (MyHC, muscle fiber) and DAPI (nuclei), or Pax7 (satellite cell), wheat germ agglutinin (WGA), and DAPI. (**a** and **c**) For each of the sham muscles individual staining and the merged image are presented, to illustrate individual staining and the combined imaged. (**d** and **e**) Examples for each group, specifically the non-, SIS-, UMB-, and Hya-reparied are shown. Collectively, the muscle remaining appears healthy in all groups and there is muscle fibers and satellite cells at the border of the muscle and the defect. However, no evidence of muscle fibers for satellite cells was present in the defect area. (**e**) A general schematic of image locations using the non-repaired section displayed in Fig. 3; in each sample, representative sections were imaged in the remaining muscle, the boarder between the muscle and the fibrosis, and the fibrotic defect area as demonstrated. Scale bar is 150 µm; all images are at the same magnification.

#### Defect Cellular Infiltration

Theoretically, an implanted ECM facilitates recruitment of myriad cell types in a spatiotemporal manner that is permissive to the well-characterized events of adult skeletal muscle regeneration^8,9^. We therefore performed immunohistological analysis of full-thickness PT muscle sections to gain insight into which cell types successfully migrated and survived in the defect area 12 weeks post-injury (Figs 4 and 5). There was no presentation of Pax7 positive nuclei (i.e., satellite cells) in the defect region of no repair, UBM, and Hya groups. Similarly, the defect region of SIS repaired muscles was largely devoid of Pax7 positive nuclei; however, in two SIS-repaired samples a small cluster of Pax7 positive cells were observed in close proximity to the remaining musculature (Supplemental Fig. 5). No evidence of muscle fiber regeneration was observed in association with these cell clusters. As expected, Pax7 positive satellite cells were observed in association with the basal lamina surrounding muscle fibers in the remaining muscle mass of all groups. Cells labeled with a porcine pan macrophage marker (CD163) were abundant in the fibrotic tissue deposited in the defect region in those limbs treated with either SIS or UBM or left non-repaired, and qualitatively lesser so in Hya-repaired limbs. Collectively, the histological phenotype of the PT muscle defect when repaired with SIS, UBM, or Hya or left non-repaired indicates an overwhelming deposition of a fibrous tissue devoid of muscle fibers, marked by prolonged macrophage infiltration and virtually no satellite cell presence.

**Figure 5:**
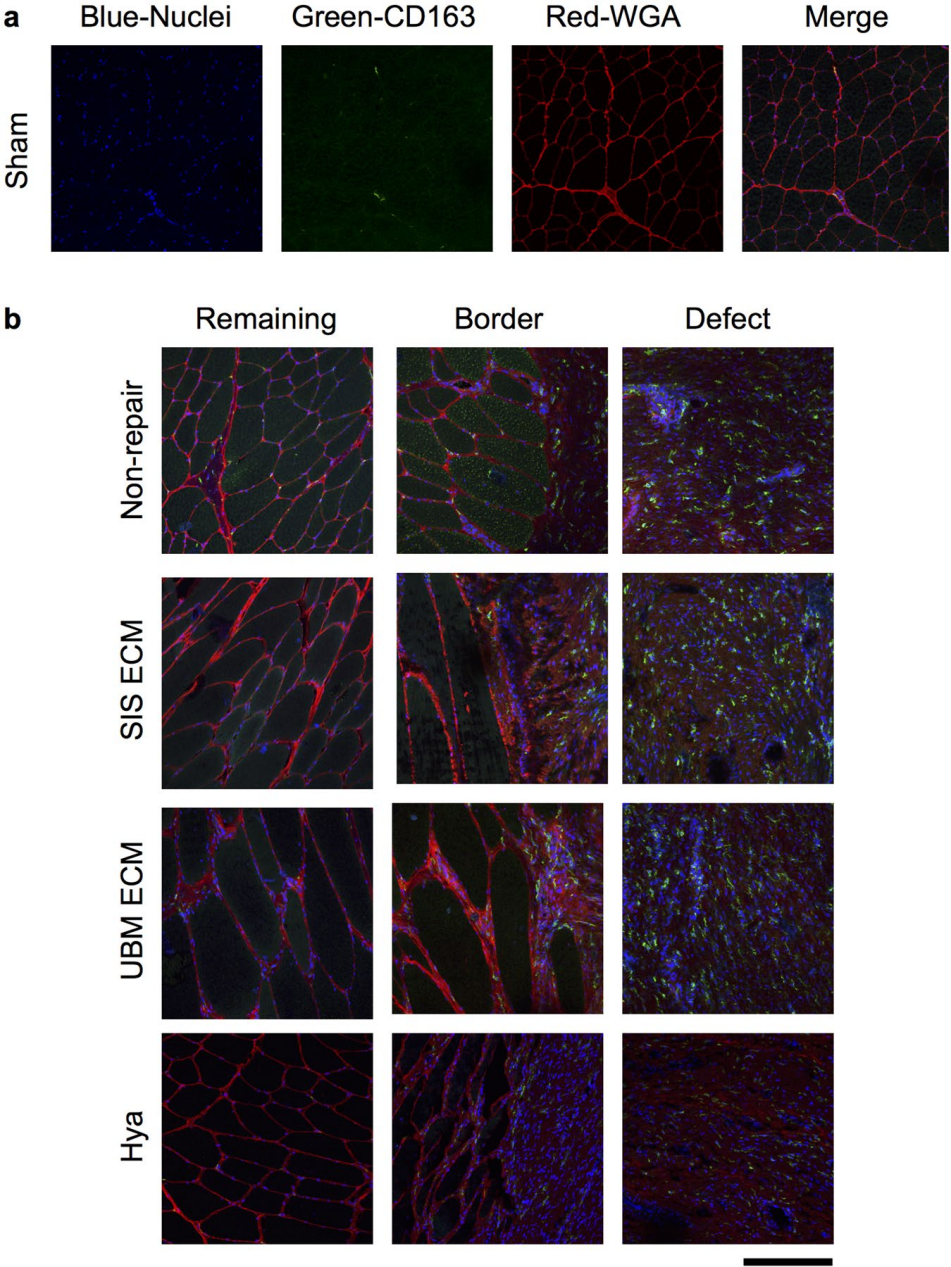
Non-repaired and repaired VML injured muscles present sustained putative macrophage infiltration. Representative histologic images labeled with CD163 (pan macrophage marker) and wheat germ agglutinin (WGA) and DAPI (nuclei). (**a**) For each of the sham muscle sections individual and merged images are presented. (**b**) Examples for each group, specifically the non-, SIS-, UMB-, and Hya-reparied are shown. Scale bar is 150 µm; all images are at the same magnification and follow the same location pattern displayed specifically in Fig. 4e.

#### Neuromuscular Strength

The ultimate goal of any therapy for VML injury is to improve skeletal muscle strength. In rodent models, ECMs have improved skeletal muscle strength principally through improvement of force transmission as opposed to force generation^18,19^. Therefore we continued to interrogate the impact of ECM implantation on anterior crural muscle functional capacity by measuring maximal isometric tetanic torque *in vivo* at 8, 10, and 12 weeks post-injury. No differences in skeletal muscle function among experimental groups were observed before surgery. Post-injury, all VML groups regardless of repair had significant functional deficits compared to sham-operated limbs (Fig. 6; p < 0.001); a ~30% deficit (average across 8–12 weeks post-injury) in peak torque was observed regardless of repair. There was no significant difference over time (p = 0.275) and a significant interaction between group and time was not observed (p = 0.893). Peak muscle torque was also normalized to anterior compartment volume measured with CT at 10 weeks post-injury, to assess the quality of the functional capacity of the affected musculature. Regardless of repair following VML there was an ~43% deficit in torque normalized to anterior compartment volume compared to sham-operated controls (Fig. 2; p < 0.001). That is to say that repair of VML injury with SIS, UBM, or Hya resulted in no improvements of maximal neural-evoked functional capacity compared to leaving the injured muscle untreated.

**Figure 6:**
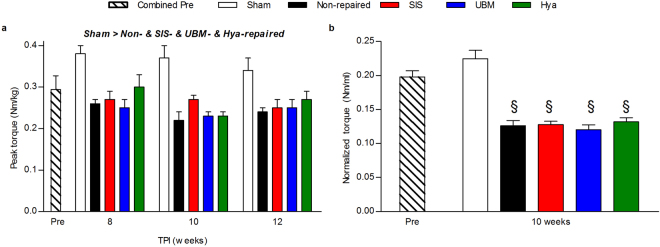
ECM repair failed to induce prolonged improvements of muscle strength. Muscle function determined by peroneal nerve stimulation *in vivo* was compared at 8, 10, and 12 weeks post-injury across all surgical groups. The torque of the anterior muscle compartment (normalized to body mass) was analyzed prior to surgery and was not different between experimental groups (p = 0.575); as such it was averaged across all animals at the pre surgical time point (n = 28). (**a**) At 8, 10, and 12 weeks post-injury muscle function across joint angels is presented. Across time there were significant main effects were determined in peak torque (sham n = 2; non-repaired n = 12; SIS-repaired n = 5; UBM-repaired n = 4; Hya-repaired n = 3; p < 0.001) specifically, the sham group was greater than all other experimental groups. There was not a main effect of time (p = 0.275) or interaction (p = 0.893). (**b**) The peak torque of the anterior compartment was normalized to an indicator of muscle size, specifically volume of the anterior compartment at 10 weeks post-injury. There was a significant deficit in all experimental group compared to the sham operated (pre n = 12; sham n = 2; non-repaired n = 12; SIS-repaired n = 5; UBM-repaired n = 4; Hya-repaired n = 3; p < 0.001; §significantly different than combined pre and sham). It is important to note that repair with the either the SIS or UBM ECM resulted in functional deficits that were equivalent to not repairing the VML.

#### Transcriptional Tissue Analysis

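RNA-seq was used to measure genes of the matrix, of immune cells and of the muscle fiber in injured and sham-operated PT muscle 12 weeks post-injury. There were 12 libraries, each from 1 limb, from 11 pigs: 2 sham-operated, 2 non-repaired, 2 Hya-repaired and 6 repaired with an ECM. Pig 017 gave a non-repaired and a Hya-repaired limb, and every other pig gave 1 limb. The sample labels call all 6 ECM-repaired limbs SIS, whereas the legend of Fig. 7 divides them equally between SIS and UBM, so SIS and UBM are not told apart here and the 6 are named ECM-repaired. The labels also describe a time course, whereas 12 weeks is the only time given for these libraries. The authors pseudoaligned paired-end reads of TruSeq libraries to the pig genome with kallisto and gave relative transcript levels scaled to a common sum per library (TPM) for 11506 named genes. TPM keep no count of reads, so the depth of each library is not known from them. The named genes held 71.5 and 74.4% of a library's TPM in the sham-operated limbs and 74.6 to 82.7% in the injured limbs. From there, log2(TPM + 0.5) was tested with limma over the 8782 genes with at least 1 TPM in all libraries of at least 1 condition, in a single fit of all 12 libraries. Fold changes on this scale understate the change of genes with low TPM. VML-injured stands for the mean of the non-repaired, Hya-repaired and ECM-repaired groups, each with equal weight. Lists of 29 gene groups and the rule for the genes named were fixed before the data were examined, with Fig. 7 in view. PAX7 and MYOG are not in the table and are not analysed here, and TNF was below the filter.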

Lastly, to quantitatively discriminate ECM-mediated modulation of the prolonged pathobiology of VML injury, expression profiling by RNA sequencing (RNA-seq; Fig. 7) from PT muscle tissue harvested 12 weeks post-injury was performed. 

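The Hya-repaired limbs were less alike than the sham-operated or the non-repaired limbs, in contractile and in matrix genes among others. Genes of the fast-twitch sarcomere, which build the contractile apparatus, made up 1.93% of the TPM of named genes in the Hya-repaired limb of pig 016 and 11.9% in that of pig 017. Fibrillar collagens and the proteins that bind them made up 17.5% and 6.88%. Over the tested genes, the squared Pearson correlation (R2) of log2(TPM + 0.5) was 0.952 between the sham-operated limbs, 0.952 between the non-repaired limbs and 0.846 between the Hya-repaired limbs. Among the 15 pairs of ECM-repaired limbs it had a median of 0.919 and ranged from 0.861 to 0.955. With no filter on low values, or by Spearman's correlation, the least alike limbs of a condition were ECM-repaired. In all, 4 of the 18 pairs within a condition were above 0.95, against 8 with no filter on low values and 0 with a pseudocount of 0.1. The ECM-repaired pairs pool SIS and UBM, which the paper treats as separate groups, so with 3 limbs of each 9 of those 15 pairs are not replicates in its sense. These are correlations across genes, which are not independent replicates. Of the 11506 genes in the table, 11267 were above 0 in at least 1 library and 7030 had at least 1 TPM in all 12. A further 239 are listed at 0 in every library, shams included, among them COL1A1, which encodes a chain of type I collagen, so the share of fibrillar matrix genes leaves it out. Why it is at 0 is not known, and a fault of the annotation is not excluded.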

Biological replicates from sham-operated, SIS-, UBM-, Hya-, and non-repaired limbs demonstrated excellent reproducibility (R^2^ > 0.95) and 11,506 total mRNAs were detected. In total, 3,996 genes were differentially expressed when compared to sham-operated, and the SIS-repaired displayed the highest number of differentially expressed genes compared to other repaired and non-repaired muscle (Fig. 7). 

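THY1 rose and LDHA fell in every injured group. THY1, a surface protein of fibroblasts, rose from 41.1 ± 16.3 TPM (SD, n = 2) in sham-operated to 2322 ± 759.7 TPM (SD, n = 10) in injured muscle, with log2 fold changes of 5.77, 6.02 and 5.57 in the ECM-repaired, non-repaired and Hya-repaired groups (limma adjusted p = 8.10e-07, 7.94e-06 and 2.03e-05). LDHA, which converts pyruvate to lactate, fell from 3442 ± 699 TPM (SD, n = 2) to 787 ± 356 TPM (SD, n = 10), with log2 fold changes of -2.44, -1.76 and -2.24 (limma adjusted p = 0.00128, 0.0316 and 0.0125). Against the sham-operated limbs, limma called 4212 genes higher and 878 lower in the ECM-repaired group, 3960 higher and 104 lower in the non-repaired group, and 2974 higher and 330 lower in the Hya-repaired group. Together these were 5320 genes, of which 4539 changed at least 2-fold in 1 group or more; without the sham-operated limb of pig 025 they were 2963 and 2872. The ECM-repaired group has 6 libraries and the others have 2 each; taken 2 at a time, its libraries gave 2830 to 4406 higher and 163 to 1313 lower genes. The scale decided the balance of rises and falls: the median log2 fold change of all tested genes in VML-injured muscle was 0.73 as deposited and 0.01 after rescaling by trimmed means, which gave 2591 higher and 2578 lower genes in the ECM-repaired, 1936 and 1831 in the non-repaired and 2054 and 1685 in the Hya-repaired group. Without the sham-operated limb of pig 025, 2592 genes were higher and 287 lower in the ECM-repaired group, and without the Hya-repaired limb of pig 016, 1276 were higher and 12 lower in the Hya-repaired group. Higher genes in the non-repaired group were 2185 without the sham-operated limb of pig 025 and 2500 without the non-repaired limb of pig 023. Over the 12 limbs left out in turn, lower genes numbered 15 to 275 in the non-repaired and 12 to 780 in the Hya-repaired group.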

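Injured muscle had exchanged much of its contractile transcriptome for matrix. Genes of the fast-twitch sarcomere, such as actin, troponins and myosins, made up 25.5 ± 0.692% (SD, n = 2) in the sham-operated limbs and 5.82 ± 3.23% (SD, n = 10) in the injured limbs, where they ranged from 1.60 to 11.9%. Slow-twitch sarcomere genes made up 7.17 ± 0.389% (SD, n = 2) in the sham-operated limbs and 1.87 ± 1.36% (SD, n = 10) in the injured limbs. Enzymes of glycolysis and glycogen breakdown made up 10.1 ± 1.35% (SD, n = 2) in the sham-operated limbs and 2.62 ± 1.18% (SD, n = 10) in the injured limbs. Fibrillar matrix genes made up 0.328 ± 0.144% (SD, n = 2) in the sham-operated limbs and 12.5 ± 2.98% (SD, n = 10) in the injured limbs. The last share leaves out COL1A1, listed at 0 in every library. Each of these shares separated all 10 injured limbs from both sham-operated limbs (two-sided exact permutation test, p = 0.0152, the smallest that 66 splits allow). Over all tested genes, the first principal component held 67% of the variance and the second held 16.3%. The sham-operated limbs scored 134.7 and 107.3 on the first component and the injured limbs -46.6 to 22.6 (exact p = 0.0152). The gap between them was 46.7% of the whole range. The injured limb nearest to the sham-operated limbs was the Hya-repaired limb of pig 017, whose share of fast-twitch sarcomere genes was the highest among injured limbs.

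**Figure D1:**
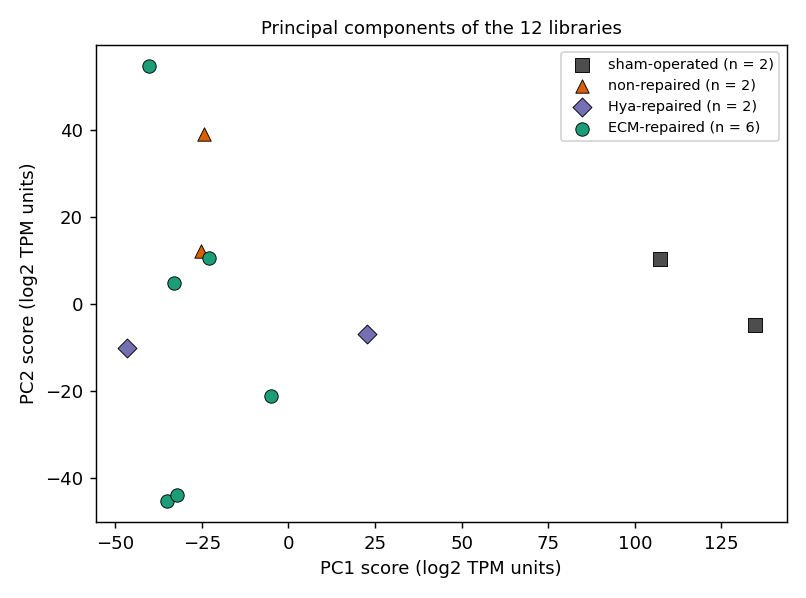
Scores of the 12 libraries on the first 2 principal components of log2(TPM + 0.5) over all tested genes, 1 point per limb, coloured by condition. Both sham-operated limbs lie apart from the 10 injured limbs on the first component, and the injured conditions overlap.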

Principal component analysis of the datasets from the treatment groups indicated significant separation of the sham from those injured by VML regardless of treatment (Supplemental Fig. 6). Additionally, strong correlations amongst tissues treated with a VML injury were observed, regardless of surgical repair with an ECM scaffold. These results suggest the gene expression programs induced from a VML injury are not appreciably augmented at the tissue level when surgically repaired using a biomaterials approach. 

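CTSK, PTN and TNNI2 each moved in the same direction in the 3 injured groups. CTSK, a collagen-degrading protease, had log2 fold changes against sham of 4.61, 4.98 and 4.07 in the ECM-repaired, non-repaired and Hya-repaired groups (limma adjusted p = 8.10e-07, 6.27e-06 and 2.87e-05). The corresponding values for PTN, a secreted growth factor that binds heparin, were 7.62, 7.32 and 6.55 (limma adjusted p = 2.81e-07, 3.39e-06 and 9.93e-06). TNNI2, the fast-twitch troponin inhibitor, fell in each group, with -2.44, -1.76 and -2.26 (limma adjusted p = 0.00267, 0.0491 and 0.0205). Across the tested genes, the Pearson correlation of these log2 fold changes was 0.969 between the ECM-repaired and non-repaired groups, 0.970 between the ECM-repaired and Hya-repaired groups and 0.954 between the non-repaired and Hya-repaired groups. Spearman correlations were 0.963, 0.965 and 0.945, and 92.2, 93.6 and 89.8% of genes had the same sign. The groups share the same 2 sham-operated limbs, which alone correlates their fold changes. In 100 simulations of groups that did not differ from sham, the mean Pearson correlations were 0.540, 0.530 and 0.453, with single simulations up to 0.987, 0.985 and 0.917, and on average 69.6, 69.7 and 66.4% of genes had the same sign. The covariance of the fold changes set the data apart from the simulations more clearly, at 1.73, 1.77 and 1.57 in the data and at most 0.332, 0.296 and 0.393 in any simulation.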

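No gene passed the test between any 2 of the injured groups. COL1A2, a chain of type I collagen, differed by a log2 fold change of 0.14 between the ECM-repaired limbs and the injured limbs without ECM (standard error 0.29, limma adjusted p = 1.000). The differences were 0.71 for SFRP2, a secreted Wnt modulator (standard error 0.27, limma adjusted p = 1.000), and 0.43 for ASPN, a collagen-binding proteoglycan (standard error 0.31, limma adjusted p = 1.000). For MYH4, a fast-twitch myosin, the difference was -1.76 (standard error 0.87, limma adjusted p = 1.000). With limma, 0 genes passed between ECM-repaired and non-repaired limbs (71 at an unadjusted p under 0.05, lowest adjusted p = 0.904), 0 between Hya-repaired and non-repaired limbs (196 unadjusted, lowest adjusted p = 0.912) and 0 between ECM-repaired and Hya-repaired limbs (206 unadjusted, lowest adjusted p = 1.000). Comparing the 6 ECM-repaired limbs with the 4 other injured limbs likewise gave 0 genes (114 at an unadjusted p under 0.05, lowest adjusted p = 0.788 from limma). The median 95% confidence interval of that last comparison reached 0.56 on the log2 scale to either side. On simulated data the test recovered 44% of genes changed by 1 and 90% of genes changed by 2, so changes under 2-fold were mostly not detectable. For genes that vary more between limbs, larger changes could be missed too. The standard error of MYH4 was 0.87, against a median of 0.257 over the tested genes. Without the libraries of pig 017, or without 1 of them, 1 or 2 genes passed (PPIB, LOC106504107 or ATOX1, named after their values were seen), each far lower in a single injured limb than in the others.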

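Of the 27 lists tested, fibrillar matrix genes had the largest median rise in injured muscle. COL1A2 rose from 381 ± 144 TPM (SD, n = 2) in sham-operated to 26417 ± 6429 TPM (SD, n = 10) in injured muscle, a log2 fold change of 6.08 (standard error 0.36, limma adjusted p = 3.04e-07). COL3A1, the chain of type III collagen, rose from 675 ± 148 TPM (SD, n = 2) to 38752 ± 9549 TPM (SD, n = 10), a log2 fold change of 5.79 (standard error 0.36, limma adjusted p = 3.51e-07), and was above both sham-operated limbs in 10 of 10 injured limbs. FN1, which encodes fibronectin, had a log2 fold change of 5.41 (standard error 0.43, limma adjusted p = 1.64e-06). Of 33 tested fibrillar matrix genes, 33 rose and 0 fell at a limma adjusted p under 0.05 (33 and 0 when adjusted over the list alone), with a median log2 fold change of 4.64. As a list they were higher than other genes by camera (adjusted p = 4.28e-11, and adjusted p = 0.396 with an estimated correlation). Of 27 tested genes of matrix crosslinking and turnover, 24 rose and 0 fell at a limma adjusted p under 0.05 (24 and 0 when adjusted over the list alone), with a median log2 fold change of 3.65. The camera test against other genes gave adjusted p = 1.98e-07 (higher), and adjusted p = 0.396 with an estimated correlation. These include LOX, which crosslinks collagen, with a log2 fold change of 4.26 (limma adjusted p = 2.80e-05), the gelatinase MMP2 with a log2 fold change of 5.48 (limma adjusted p = 1.49e-06) and TIMP1, an inhibitor of matrix proteases, with a log2 fold change of 3.81 (limma adjusted p = 6.75e-06). Of 8 tested basement membrane genes, 6 rose and 0 fell at a limma adjusted p under 0.05 (6 and 0 when adjusted over the list alone), with a median log2 fold change of 1.72. Compared with other genes by camera the list did not pass (adjusted p = 0.333, and adjusted p = 0.819 with an estimated correlation). LAMB1, a laminin chain, had a log2 fold change of 2.22 (limma adjusted p = 0.000363). For COL4A1, a chain of type IV collagen, the log2 fold change was 1.62 (limma adjusted p = 0.0113), a call that ended after rescaling (adjusted p = 0.0690) and without the sham-operated limb of pig 025 (adjusted p = 0.236). LAMC1, another laminin chain, did not pass, with a log2 fold change of 0.40 (limma adjusted p = 0.514) and -0.39 after rescaling, and after rescaling 4 basement membrane genes were higher.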

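CCL2, CCL21, CCL24 and most tested chemokine and cytokine genes rose in injured muscle. CCL2, which recruits monocytes, rose from 4.86 ± 0.464 TPM (SD, n = 2) in sham-operated to 42.8 ± 17.2 TPM (SD, n = 10) in injured muscle, a log2 fold change of 2.79 (standard error 0.44, limma adjusted p = 0.000196). CCL21, a chemokine of lymphatic endothelium that draws T cells and dendritic cells, rose from 7.57 ± 0.370 TPM (SD, n = 2) to 202 ± 84.2 TPM (SD, n = 10), a log2 fold change of 4.40 (standard error 0.36, limma adjusted p = 1.92e-06). CCL24, an eosinophil chemokine made by macrophages, had a log2 fold change of 2.85 (standard error 0.32, limma adjusted p = 1.51e-05). Of 34 tested chemokine and cytokine genes, 23 rose and 1 fell at a limma adjusted p under 0.05 (23 and 1 when adjusted over the list alone), with a median log2 fold change of 1.83. As a list they were higher than other genes by camera (adjusted p = 0.0476, and adjusted p = 0.722 with an estimated correlation). On limma's fit that call ended when the limb of pig 013, 016, 024 or 025 or the Hya-repaired limb of pig 017 was left out (adjusted p = 0.0505 to 0.0978). After rescaling 18 of these genes were higher and 2 lower. Of 9 tested genes of MHC class II presentation, 7 rose and 0 fell at a limma adjusted p under 0.05 (7 and 0 when adjusted over the list alone), with a median log2 fold change of 1.75. Its camera test did not pass, at adjusted p = 0.141 and at adjusted p = 0.724 with an estimated correlation. After rescaling, 3 of them were higher. SLA-DMB, which helps load peptides onto class II molecules, had a log2 fold change of 2.92 (limma adjusted p = 7.48e-06). SLA-DRA, a class II chain with close paralogs among which reads may be shared, had a log2 fold change of 1.75 (limma adjusted p = 0.00431), a call that ended after rescaling (adjusted p = 0.0680) and without the sham-operated limb of pig 025 (adjusted p = 0.0805). Of 9 tested T and NK lymphocyte markers, 6 rose and 0 fell at a limma adjusted p under 0.05 (6 and 0 when adjusted over the list alone), with a median log2 fold change of 1.21. Set against other genes by camera, these did not pass (adjusted p = 0.498, and adjusted p = 0.820 with an estimated correlation). NKG7, a protein of cytotoxic granules, had a log2 fold change of 3.14 (limma adjusted p = 1.22e-05), and after rescaling 2 of these markers were higher. CD4, the co-receptor of helper T cells, had a log2 fold change of 1.86 (limma adjusted p = 0.00377), and adjusted p = 0.0914 without the sham-operated limb of pig 025. CD3E, part of the T cell receptor complex, did not pass, with a log2 fold change of 1.21 (limma adjusted p = 0.0723). Of 5 tested neutrophil and mast cell markers, 3 rose and 0 fell at a limma adjusted p under 0.05 (3 and 0 when adjusted over the list alone), with a median log2 fold change of 1.38. The list did not pass camera's test against other genes, at adjusted p = 0.333 and at adjusted p = 0.724 with an estimated correlation. ELANE, a neutrophil protease, had a log2 fold change of 1.33 (limma adjusted p = 0.00733), and adjusted p = 0.0832 without the same limb.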

Pathway analysis of the common and unique differentially expressed genes for VML-injured tissues was performed and gene set enrichments associated with immune-response, inflammatory signaling and ECM remodeling were observed, respectively (Fig. 7). Previously, sustained inflammation during muscle regeneration has been shown to drive degeneration and fibrosis^23,24^, which in turn prevents myogenic repair^25^. 

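TGFBI, CTGF and TGFB3 rose in injured muscle, although TGF-β signaling genes as a list did not pass. TGFBI, a matrix protein induced by TGF-β, rose from 6.04 ± 3.27 TPM (SD, n = 2) in sham-operated to 164 ± 53.2 TPM (SD, n = 10) in injured muscle, a log2 fold change of 4.55 (standard error 0.38, limma adjusted p = 2.19e-06). CTGF, a profibrotic growth factor, had a log2 fold change of 3.78 (standard error 0.38, limma adjusted p = 7.28e-06), and the ligand TGFB3 had a log2 fold change of 4.17 (standard error 0.45, limma adjusted p = 1.25e-05). The receptors TGFBR1 and TGFBR2 rose by 1.71 and 2.46 (limma adjusted p = 0.00169 and 0.000640), whereas SMAD3, which carries the signal to the nucleus, had a log2 fold change of -0.44 (limma adjusted p = 0.343) and fell only after rescaling (-1.21, adjusted p = 0.00197). Of 30 tested genes of TGF-β signaling, 23 rose and 2 fell at a limma adjusted p under 0.05 (24 and 3 when adjusted over the list alone), with a median log2 fold change of 1.49. As a list they did not pass camera's test against other genes (adjusted p = 0.169, and adjusted p = 0.807 with an estimated correlation). After rescaling, 16 were higher and 5 lower. Of 27 tested genes of Wnt signaling, 13 rose and 2 fell at a limma adjusted p under 0.05 (13 and 2 when adjusted over the list alone), with a median log2 fold change of 0.85. The list did not pass camera's test against other genes, at adjusted p = 0.319 and at adjusted p = 0.820 with an estimated correlation. Wnt genes with the smallest p were secreted frizzled-related proteins, which bind Wnt ligands outside the cell: SFRP1 had a log2 fold change of 5.82 (limma adjusted p = 8.17e-07) and SFRP4 had a log2 fold change of 5.47 (limma adjusted p = 1.07e-06). CTNNB1, which encodes β-catenin, had a log2 fold change of 1.20 (limma adjusted p = 0.00102), a call that ended after rescaling (adjusted p = 0.137). LEF1, a transcription factor of the pathway, had a log2 fold change of 1.44 (limma adjusted p = 0.00416), and adjusted p = 0.0590 without the sham-operated limb of pig 025.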

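Most tested fast-twitch sarcomere genes fell in injured muscle, whereas most slow-twitch genes did not pass and regulators of muscle development went both ways. MYOD1, a transcription factor that commits cells to muscle, had a log2 fold change of -1.88 (standard error 0.52, limma adjusted p = 0.00874). MSTN, a brake on muscle growth, fell from 13.1 ± 1.10 TPM (SD, n = 2) in sham-operated to 2.01 ± 1.61 TPM (SD, n = 10) in injured muscle, a log2 fold change of -2.50 (standard error 0.57, limma adjusted p = 0.00273). IGF1, a growth factor that promotes muscle growth and is also made by macrophages and fibroblasts, rose, with a log2 fold change of 3.59 (standard error 0.36, limma adjusted p = 7.89e-06), as did HES6, a promoter of myogenic differentiation, with a log2 fold change of 3.33 (limma adjusted p = 3.67e-05). MYF5, a marker of muscle progenitors, did not pass on the deposited scale, with a log2 fold change of -0.73 (limma adjusted p = 0.148), and fell after rescaling (adjusted p = 0.00558). Of 30 tested genes of myogenic development, 6 rose and 12 fell at a limma adjusted p under 0.05 (6 and 12 when adjusted over the list alone), with a median log2 fold change of -0.95. Compared with other genes by camera the list was lower, at adjusted p = 1.45e-06 and at adjusted p = 0.396 with an estimated correlation. After rescaling, 4 were higher and 20 lower. Of 26 tested genes of the fast-twitch sarcomere, 0 rose and 19 fell at a limma adjusted p under 0.05 (0 and 22 when adjusted over the list alone), with a median log2 fold change of -2.27. Its camera test came to adjusted p = 6.64e-16 (lower than other genes) and to adjusted p = 0.396 with an estimated correlation. ACTA1, skeletal muscle actin, fell from 47879 ± 3180.1 TPM (SD, n = 2) to 10574 ± 5926 TPM (SD, n = 10), with a log2 fold change of -2.36 (limma adjusted p = 0.0112), and TNNC2, the fast-twitch calcium sensor, had a log2 fold change of -2.19 (limma adjusted p = 0.00931). Of 14 tested genes of the slow-twitch sarcomere, 0 rose and 6 fell at a limma adjusted p under 0.05 (0 and 0 when adjusted over the list alone), with a median log2 fold change of -2.07. Set against other genes (lower), camera's adjusted p was 1.90e-07, and it was adjusted p = 0.396 with an estimated correlation. TPM2, a tropomyosin, had a log2 fold change of -2.27 (limma adjusted p = 0.0130). MYH7, the slow-twitch myosin, had a log2 fold change of -2.26 (limma adjusted p = 0.118) and passed after rescaling (adjusted p = 0.0358). With that rescaling, 11 slow-twitch genes were lower. The falls rest on 2 sham-operated limbs: without that of pig 025 or that of pig 026, adjusted p was 0.0909 and 0.0606 for ACTA1, 0.0783 and 0.0587 for TNNC2, 0.109 and 0.0626 for TPM2, and 0.0428 and 0.0871 for MYOD1.

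**Figure D2:**
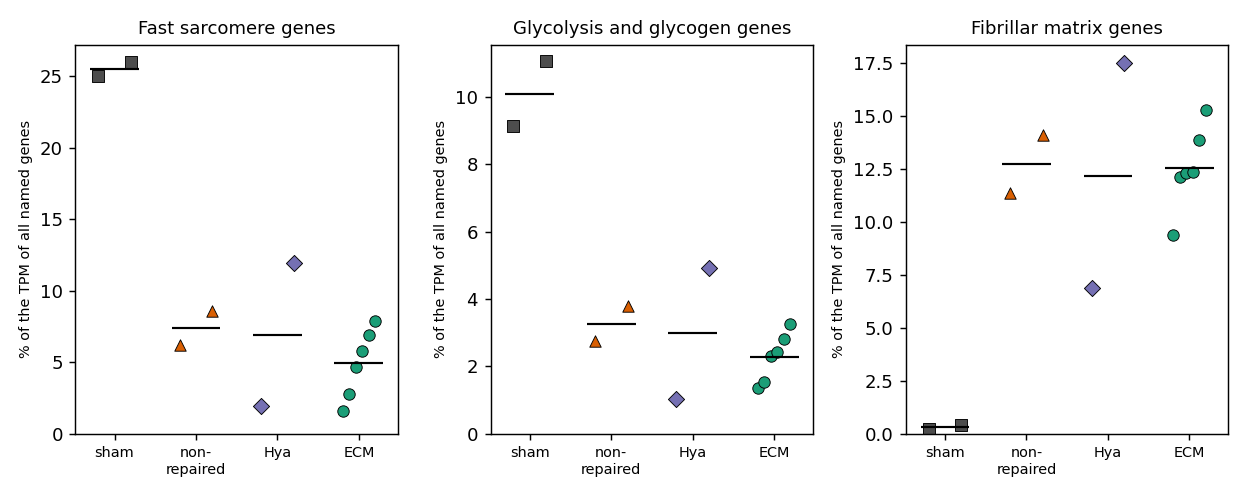
Share of the TPM of named genes taken by fast-twitch sarcomere genes, by glycolysis and glycogen genes and by fibrillar matrix genes, in percent, with 1 point per limb and a line at the mean of each condition. In every injured limb the first 2 shares lie below both sham-operated limbs and the fibrillar matrix share lies above them.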

In line with this, upregulation of TGF-β and Wnt signaling pathways^26^ and increases in fibrogenic transcripts were viewed for each of the VML-treated tissues as well as relative downregulation of multiple myogenic development genes when compared to sham-operated controls (Fig. 7). 

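Genes that passed the test against sham in the ECM-repaired group alone were rich in muscle energy metabolism and contractile genes, although this rested on single limbs. Among the genes lower in that group alone were 33 of 60 tested genes of oxidative phosphorylation, which make up the respiratory chain and ATP synthase, where 3.75 would be expected by chance (Fisher's exact test, adjusted p = 2.14e-22 over 162 tests, which were added after the data were seen). By the same exact test they also held 20 of 41 genes of the TCA cycle and fatty acid oxidation (2.56 expected, adjusted p = 3.76e-12) and 13 of 26 fast-twitch sarcomere genes (1.63 expected, adjusted p = 5.12e-08). Also past Fisher's exact test were slow-twitch sarcomere genes (6 of 14, adjusted p = 0.00458), glycolysis and glycogen genes (8 of 29, adjusted p = 0.00882) and muscle atrophy genes (5 of 15, adjusted p = 0.0385). Among the genes higher in the ECM-repaired group alone, T and NK lymphocyte markers passed Fisher's exact test, with 4 of 9 genes (0.378 expected, adjusted p = 0.00882). Without the Hya-repaired limb of pig 017, 1 gene of oxidative phosphorylation and 4 of the TCA cycle and fatty acid oxidation were left (Fisher's exact test, adjusted p = 1.000 and 0.522), and 4 of oxidative phosphorylation without the sham-operated limb of pig 026 (exact test, adjusted p = 1.000). Fast-twitch sarcomere genes did not pass without the ECM-repaired limb of pig 014 (5 genes, exact test, adjusted p = 0.129), nor T and NK markers without that of pig 018 (3 genes, exact test, adjusted p = 0.126) or without either sham-operated limb. With all 12 limbs, no list passed among the genes of the non-repaired or the Hya-repaired group alone. There were 369 genes higher and 549 lower in the ECM-repaired group alone, 181 and 5 in the non-repaired group alone and 11 and 22 in the Hya-repaired group alone. Of these genes, 915, 185 and 33 had the same sign in both other groups. The ECM-repaired group has 6 libraries and the others 2 each, Fisher's test treats genes as independent, and no gene passed limma's test of the difference between injured groups.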

The differentially expressed transcripts that were unique to each VML-injured tissue treatment did not yield any statistically significant pathways. Amalgamation of these findings suggests VML causes a universal pattern of expression driven by inflammatory and fibrotic gene sets and that repair by different types of ECM did not impact these signatures.

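Most fibrillar matrix, macrophage and complement genes rose in each of the 3 injured groups, and fast-twitch sarcomere and glycolysis genes tended to fall. The T and NK lymphocyte markers were less uniform, as 4 of 9 passed against sham in the ECM-repaired group alone. That group has 6 libraries and the others 2 each, and no gene passed between injured groups. The list mean was higher by 0.496 in ECM-repaired than in other injured limbs (two-sided exact permutation test, p = 0.129). A difference between the groups is therefore not shown for this list. Of 33 fibrillar matrix genes, 33, 32 and 30 rose in the ECM-repaired, non-repaired and Hya-repaired groups, with median log2 fold changes of 4.71, 4.70 and 4.50. Macrophage markers rose in 24, 23 and 22 of 24 cases, with medians of 3.69, 3.47 and 2.92, and complement genes in 22, 22 and 17 of 27, with medians of 2.60, 2.60 and 2.34. Fast-twitch sarcomere genes fell in 22, 3 and 9 of 26 cases, with medians of -2.72, -1.71 and -2.30. Genes of glycolysis and glycogen fell in 22, 8 and 14 of 29, with medians of -2.03, -1.45 and -1.73. By camera, 13 of 27 lists passed in all 3 groups: 6 were higher than other genes (fibrillar matrix, matrix crosslinking and turnover, complement, macrophage, proliferation and fibro-adipogenic progenitor genes) and 7 were lower (myogenic development, fast-twitch and slow-twitch sarcomere, muscle atrophy, oxidative phosphorylation, glycolysis and glycogen, and TCA cycle and fatty acid oxidation genes). None passed with an estimated correlation, where the lowest values were adjusted p = 0.412, 0.372 and 0.381 in the 3 groups. Gene by gene with limma, 2877 genes were higher in all 3 groups, where 643 would be shared by independent lists of these sizes, and 78 were lower, where 0.391 would be. A further 977 were higher and 251 lower in 2 groups, 561 were higher and 576 lower in 1 group, and no gene was higher in 1 group and lower in another. In 100 simulations of unchanged groups that share the shams, no gene was higher or lower in all 3. Even pairs of groups shared almost no calls there (at most 0.01 higher genes on average). The simulations therefore cannot tell how much of the overlap comes from the shared shams. After rescaling, 1682 genes were higher and 1375 lower in all 3 groups, and on the deposited scale the higher count was 1394 without the sham-operated limb of pig 025 and 1274 without the Hya-repaired limb of pig 016. The lower count was 11 without the sham-operated limb of pig 025, 15 without that of pig 026, 5 without the non-repaired limb of pig 017 and 262 without its Hya-repaired limb. The paper draws on its transcriptional findings together, among them gene sets shared by injured tissues and the lack of pathways among genes unique to a treatment. From these it proposes that VML causes a universal pattern of expression, inflammatory and fibrotic, on which different types of ECM had no impact.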

**Figure 7:**
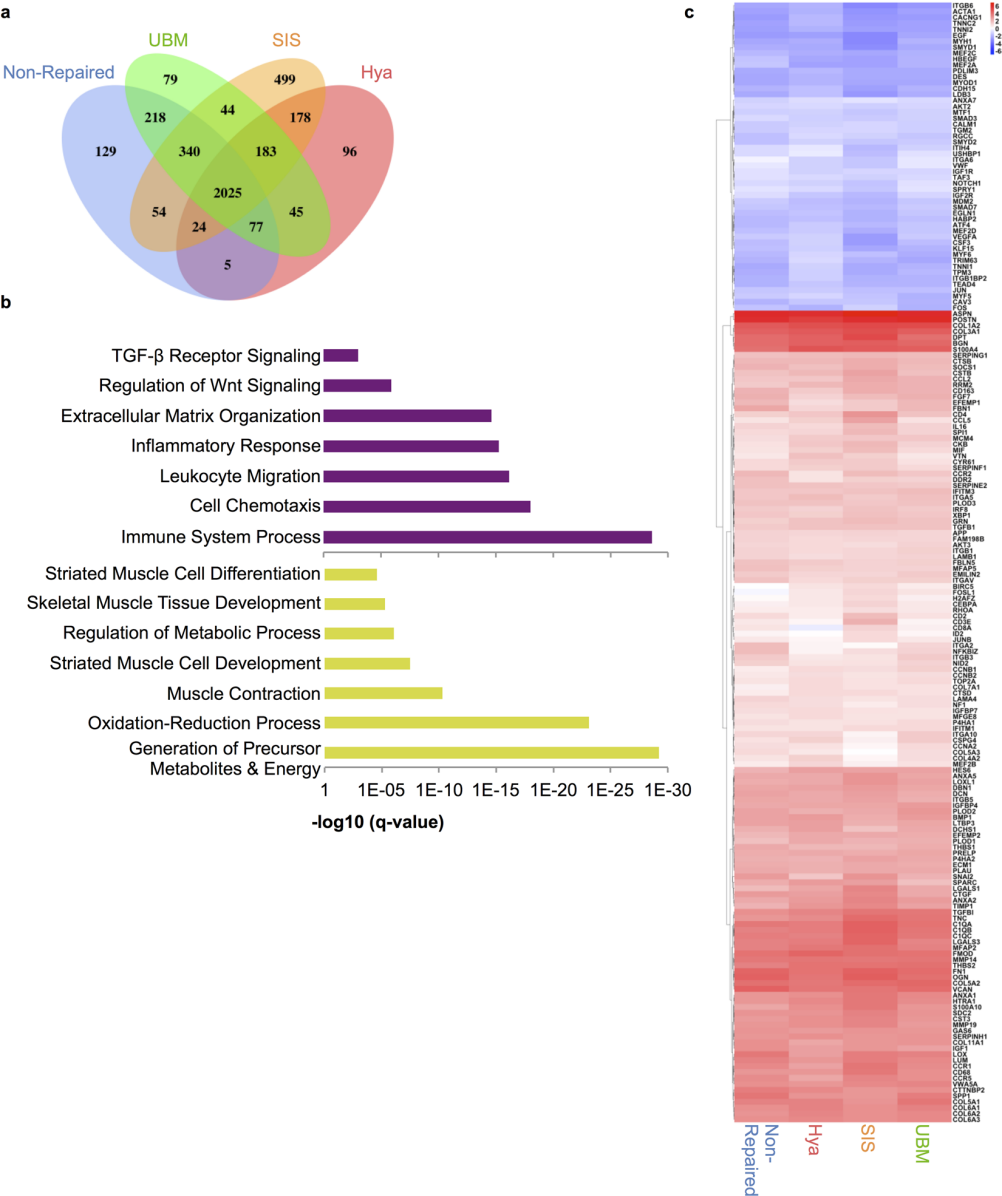
VML injured muscle presents prolonged degenerative transcriptional programs that are not ameliorated by ECM repair. (**a**) Venn diagram illustrating unique and overlapping genes obtained from different conditions. (**b**) Bar graphs of false-discovery rates of up- (purple) and downregulated (gold) over-represented pathways derived from differentially expressed genes. (**c**) Hierarchically clustered heatmap of relative expression values for the most statistically significant genes. The values are plotted as the average fold change in expression values relative to shams for the different treatment groups (sham n = 2; non-repaired n = 2; SIS-repaired n = 3; UBM-repaired n = 3; Hya-repaired n = 2).

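The largest rises in injured muscle included the matrix genes ACAN and POSTN, and the largest falls included the fast myosin genes MYH4 and MYH1. ACAN, which encodes the proteoglycan aggrecan, rose from 0.768 ± 0.149 TPM (SD, n = 2) in sham-operated to 352 ± 158 TPM (SD, n = 10) in injured muscle, a log2 fold change of 8.06 (standard error 0.45, limma adjusted p = 3.04e-07). POSTN, which encodes periostin and is made by activated fibroblasts, rose from 11.4 ± 6.07 TPM (SD, n = 2) to 1918 ± 749 TPM (SD, n = 10), a log2 fold change of 7.33 (standard error 0.39, limma adjusted p = 3.04e-07). The other 6 of the 8 largest rises were ASPN (7.46), PTN (7.16), S100A4 (6.90), a calcium-binding protein of fibroblasts and macrophages, SFRP2 (6.87), FNDC1 (6.87) and CTHRC1 (6.80), a secreted protein of collagen-producing fibroblasts, at limma adjusted p from 2.64e-07 to 0.000278. MYH4, the fastest of the adult myosins, fell from 1436 ± 509 TPM (SD, n = 2) to 156 ± 140.5 TPM (SD, n = 10), a log2 fold change of -3.43 (standard error 1.06, limma adjusted p = 0.0179), although reads of MYH4, MYH1 and MYH2 may be shared. The other largest falls were CMYA5 (-3.24), FBXO40 (-3.24), a muscle-specific ubiquitin ligase component, PDE4DIP (-2.89), MYH1 (-2.81), ZNF106 (-2.79), AMOT (-2.58) and PPP1R3A (-2.58), which targets a phosphatase to glycogen, at limma adjusted p from 0.00556 to 0.0436. All 16 were on the same side of both sham-operated limbs in 10 of 10 injured limbs, which the choice of these genes required. None of the 8 falls passed without the sham-operated limb of pig 026 (limma adjusted p = 0.0634 to 0.145), and without that of pig 025 AMOT alone did (adjusted p = 0.0367, the others 0.0881 to 0.217). MYH1 also no longer passed without the Hya-repaired limb of pig 016 or the non-repaired limb of pig 017. Of the genes named in Fig. 7c as higher, 128 of 128 tested had a positive log2 fold change and 127 passed, or 128 and 122 after rescaling. Among those named as lower, 51 of 52 had a negative one and 22 passed, or 52 and 47 after rescaling. The study chose these genes on the same libraries, so they are not independent evidence of their direction.

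**Figure D3:**
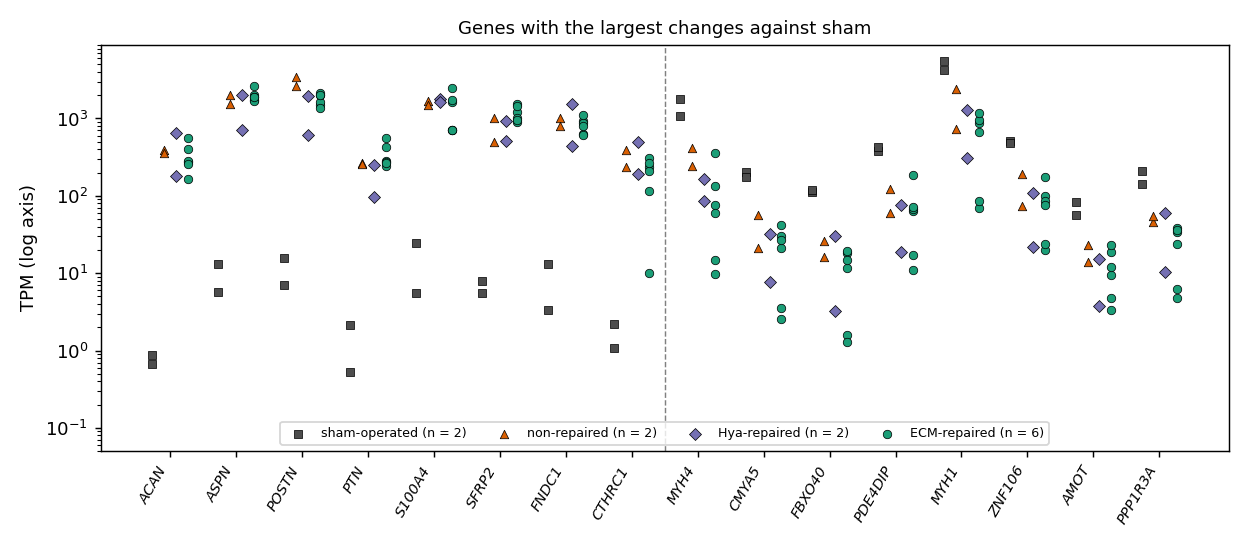
TPM of the 8 genes with the largest rises and the 8 with the largest falls in VML-injured muscle, on a log axis, with 1 point per limb coloured by condition. All 10 injured limbs lie above both sham-operated limbs for the rises and below them for the falls.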

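Most tested genes of glycolysis and glycogen and of the TCA cycle and fatty acid oxidation fell, and a few rose. Most genes of oxidative phosphorylation did not pass on the deposited scale. GAPDH, a glycolytic enzyme, fell from 44722 ± 10928 TPM (SD, n = 2) in sham-operated to 12457 ± 5446 TPM (SD, n = 10) in injured muscle, a log2 fold change of -1.93 (standard error 0.52, limma adjusted p = 0.00759). PYGM, the muscle glycogen phosphorylase, had a log2 fold change of -2.46 (standard error 0.75, limma adjusted p = 0.0156), and PFKM, the muscle form of phosphofructokinase, had a log2 fold change of -2.08 (standard error 0.65, limma adjusted p = 0.0174). PGAM1 and ENO1, 2 other glycolytic enzymes, rose: PGAM1 had a log2 fold change of 2.89 (limma adjusted p = 1.51e-05) and ENO1 had a log2 fold change of 1.93 (limma adjusted p = 0.000284). Of 29 tested genes of glycolysis and glycogen, 4 rose and 21 fell at a limma adjusted p under 0.05 (5 and 22 when adjusted over the list alone), with a median log2 fold change of -1.80. As a list they were lower than other genes by camera (adjusted p = 1.64e-11, and adjusted p = 0.396 with an estimated correlation). CS, which encodes citrate synthase, had a log2 fold change of -1.58 (limma adjusted p = 0.00423), and ACADM, an enzyme of fatty acid oxidation, had a log2 fold change of -1.57 (limma adjusted p = 0.0168). IDH1, a cytosolic dehydrogenase, rose, with a log2 fold change of 2.03 (limma adjusted p = 1.61e-05), and UCP3, a mitochondrial carrier of muscle, fell, with a log2 fold change of -2.87 (limma adjusted p = 0.00192). Of 41 tested genes of the TCA cycle and fatty acid oxidation, 2 rose and 28 fell at a limma adjusted p under 0.05 (2 and 29 when adjusted over the list alone), with a median log2 fold change of -1.13. The camera test against other genes gave adjusted p = 1.08e-17 (lower), and adjusted p = 0.396 with an estimated correlation. ATP5B, a subunit of ATP synthase, had a log2 fold change of -1.32 (limma adjusted p = 0.00902), and SDHA, a subunit of succinate dehydrogenase, had a log2 fold change of -1.15 (limma adjusted p = 0.0277). COX7A2, a subunit of cytochrome c oxidase, rose, with a log2 fold change of 1.31 (limma adjusted p = 0.000585), a call that ended after rescaling (adjusted p = 0.244). Of 60 tested genes of oxidative phosphorylation, 1 rose and 26 fell at a limma adjusted p under 0.05 (1 and 0 when adjusted over the list alone), with a median log2 fold change of -0.79. Compared with other genes by camera the list was lower, at adjusted p = 5.23e-19 and at adjusted p = 0.396 with an estimated correlation. After rescaling, 49 of them were lower, NDUFA1 among them, which had a log2 fold change of -0.70 (limma adjusted p = 0.108) on the deposited scale. Without the sham-operated limbs of pigs 025 and 026 in turn, adjusted p was 0.0885 and 0.102 for PYGM, 0.118 and 0.0876 for PFKM, 0.104 and 0.0886 for ACADM, 0.0548 and 0.0725 for ATP5B, 0.0617 and 0.230 for SDHA, 0.0945 and 0.0283 for GAPDH, and 0.00416 and 0.0541 for UCP3.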

## Discussion

We unequivocally demonstrate that ECM implantation does not orchestrate skeletal muscle regeneration of a magnitude that imparts physiological improvement. Instead of functional muscle tissue regeneration, a remarkable deposition of fibrotic tissue was observed within the defect region three months post-injury. The fibrotic tissue was abundantly populated by macrophages, ostensibly fibroblasts, but was devoid of satellite or muscle fiber cells. This tissue phenotype is similar to that reported in a recent clinical trial^12,15^. Apart from small groupings of muscle fibers near the border of the remaining muscle mass that may have regenerated, no structural features of mature or regenerating skeletal muscle fibers were evident in the region of ECM implantation. ECM implantation did not ameliorate, and in some cases exacerbated, fibrotic tissue deposition compared to non-repaired VML injured muscles. Most importantly, ECM implantation did not improve the loss of *in vivo* nerve evoked muscle strength presented by non-repaired VML injured muscles out to three months post-injury. 

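Between the 6 ECM-repaired limbs and the 4 injured limbs without ECM, no regenerative, inflammatory or fibrotic gene passed limma's test. MYOD1 differed by a log2 fold change of -0.35 (standard error 0.42, limma adjusted p = 1.000) and MYF5 by -0.05 (standard error 0.34, limma adjusted p = 1.000). CCL24 had the smallest p of the named genes, with a log2 fold change of 0.96 (standard error 0.26, limma unadjusted p = 0.00254, adjusted p = 1.000), and IL10, an anti-inflammatory cytokine, differed by 0.94 (standard error 0.39, limma adjusted p = 1.000). COL3A1 differed by 0.10 (standard error 0.29, limma adjusted p = 1.000) and TGFB1 by -0.06 (standard error 0.30, limma adjusted p = 1.000). As a list, macrophage markers had a median log2 fold change of 0.44 and were higher than other genes by camera (adjusted p = 4.64e-14, and adjusted p = 0.578 with an estimated correlation). The same held for chemokines and cytokines, with 0.35 (adjusted p = 4.48e-07, and adjusted p = 0.578 with an estimated correlation), for complement, with 0.24 (adjusted p = 0.000116, and adjusted p = 0.734 with an estimated correlation), and for T and NK markers, with 0.59 (adjusted p = 1.66e-05, and adjusted p = 0.578 with an estimated correlation). Of the ECM-repaired limbs, that of pig 018 was highest in the T and NK markers. Its mean log2 level was 3.06 against 1.48 to 2.42 in the other ECM-repaired limbs. Without this limb the median of T and NK markers was 0.35. Without the Hya-repaired limb of pig 017 the median of macrophage markers was 0.23. Both lists still passed camera. Fibrillar matrix genes had a median of 0.11 (adjusted p = 0.0333, and adjusted p = 0.919 with an estimated correlation), which was -0.24 without the Hya-repaired limb of pig 017. Fast-twitch sarcomere genes were lower, with -0.67 (adjusted p = 4.48e-07, and adjusted p = 0.798 with an estimated correlation), but came to -0.14 (adjusted p = 0.304) without that limb, and slow-twitch sarcomere genes changed sign with the Hya-repaired limb left out, from -1.24 without that of pig 016 (camera adjusted p = 5.84e-06) to 0.56 without that of pig 017 (camera adjusted p = 1.46e-10). Genes of myogenic development had a median of -0.13 (camera adjusted p = 0.244 on limma's fit). Camera placed them lower than other genes without the Hya-repaired limb of pig 016 (median -0.36, adjusted p = 0.000598) and, the other way, higher than other genes without that of pig 017 (median -0.01, adjusted p = 0.0294). Genes of TGF-β signaling had a median of 0.01 (adjusted p = 0.658) and those of Wnt signaling 0.08 (adjusted p = 0.368). Permuting whole limbs, which keeps the correlation of the genes, no list passed: the list mean of macrophage markers was higher by 0.415 in ECM-repaired limbs (two-sided exact permutation test over 210 splits, p = 0.0571, adjusted p = 0.986 over 27 lists). That difference was 0.183 without the Hya-repaired limb of pig 017 (exact p = 0.333), a check added after the values were seen. The smallest p that 210 splits allow is 0.00476, at which 1 list alone could not pass after adjustment over 27 lists. The adjusted permutation result therefore does not exclude a difference in a single list.

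**Figure D4:**
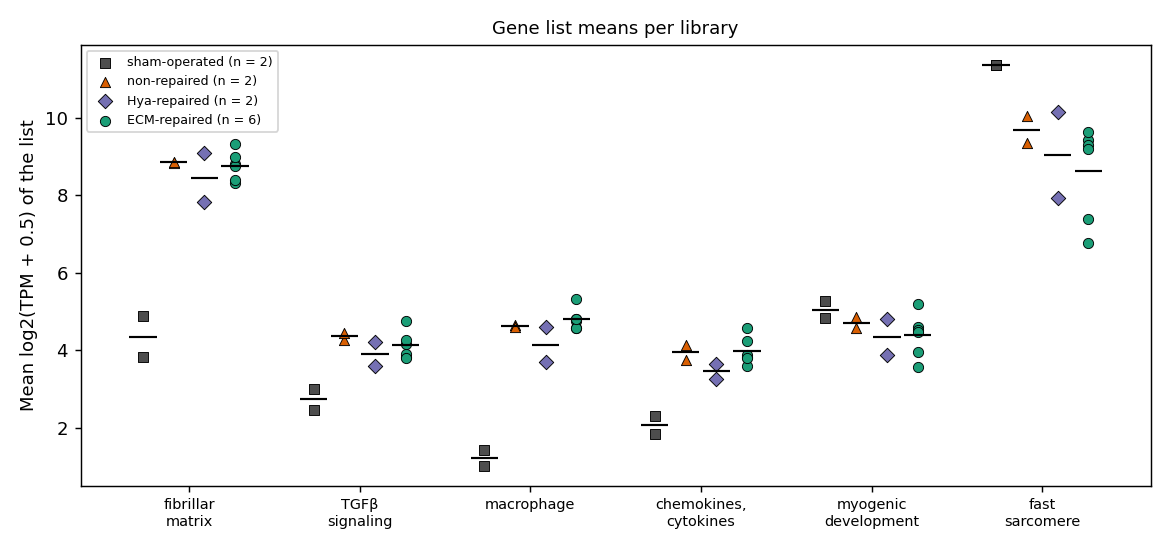
Mean log2(TPM + 0.5) of the genes of 6 lists in each limb, with 1 point per limb, by condition. The ECM-repaired limbs overlap the non-repaired and Hya-repaired limbs in each list, and the sham-operated limbs lie apart from them except in myogenic development.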

Transcriptome analysis indicated that ECM implantation neither augmented regenerative pathways nor repressed inflammatory or fibrotic pathways that defined the prolonged non-repaired response to VML injury, diminishing the likelihood of any delayed muscle regeneration after three months post-injury. Moreover, the regenerative, transcriptional, and functional outcomes were similar between muscles repaired with ECM and those repaired with Hya, which does not possess the properties theorized to support ECM mediated constructive remodeling.

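No matrix, immune or muscle gene told ECM-repaired from Hya-repaired muscle at the gene level. LOX, which crosslinks collagen, differed between them by a log2 fold change of 1.14 (standard error 0.53, limma adjusted p = 1.000) and C1QB, a subunit of complement C1q, by 0.63 (standard error 0.28, limma adjusted p = 1.000). ACTA1 differed by 0.08 (standard error 0.70, limma adjusted p = 1.000). The median difference was 0.24 for fibrillar matrix genes (camera adjusted p = 0.0579, and adjusted p = 0.937 with an estimated correlation) and 0.00 for genes of myogenic development (camera adjusted p = 0.224, and adjusted p = 0.937 with an estimated correlation). Macrophage markers were higher in ECM-repaired muscle by a median of 0.62 (camera adjusted p = 2.22e-13, and adjusted p = 0.815 with an estimated correlation), and complement genes by 0.43 (camera adjusted p = 0.000409, and adjusted p = 0.815 with an estimated correlation). Genes of oxidative phosphorylation were lower, with a median of -0.22 (camera adjusted p = 4.96e-13, and adjusted p = 0.815 with an estimated correlation), as were those of the TCA cycle and fatty acid oxidation, with -0.34 (camera adjusted p = 3.28e-11, and adjusted p = 0.815 with an estimated correlation). The Hya-repaired side rests on 2 limbs, which were less alike than the median pair of ECM-repaired limbs. Without that of pig 017, a check added after the values were seen, the directions of oxidative phosphorylation and of the TCA cycle and fatty acid oxidation reversed, to 0.43 (camera adjusted p = 8.64e-16) and 0.36 (camera adjusted p = 1.82e-05), macrophage markers came to 0.23 (camera adjusted p = 0.0104), complement to 0.21 (camera adjusted p = 0.0737), fibrillar matrix to -0.28 (camera adjusted p = 0.0490) and myogenic development to 0.58 (camera adjusted p = 0.000928). The median 95% confidence interval of a gene reached 0.71 on the log2 scale to either side.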

ECMs are thought to promote skeletal muscle regeneration through a sequence of events that resemble, but may not completely mimic adult skeletal muscle regeneration^9^. While significant emphasis has been given to the macrophage and T lymphocyte responses to ECMs implanted in VML defects^27^, little attention has been given to identifying the putative myogenic precursor cell that migrates to and takes residence within the implanted ECM. Since, endogenous skeletal muscle fiber regeneration is absolutely dependent on satellite cell activity^28,29^, which differentiate and replenish themselves in response to injury, Pax7 positive cells should reside in areas of lasting skeletal muscle regeneration. In contrast, Pax7 positive cells were absent throughout the defect area three months after ECM implantation. The current study does not delineate if the absence of Pax7 positive cells in the defect region three months post-injury is due to an inadequate initial migration, reduction in proliferation, or a later selected death of satellite cells within the defect area. Rodent VML studies have demonstrated virtually no Pax7 positive cell presence within the defect two weeks after implantation of various biomaterials, pointing to material-induced fibrous encapsulation and/or inadequate chemoattraction as primary deficiencies in host satellite migration^1,19,30^.

Previous preclinical observations in rodent models of VML reported ECM-mediated improvements in nerve-evoked muscle strength. For instance, rodent studies using the same commercial UBM^19^, a custom-made UBM^31^, a syngeneic muscle derived ECM^18,32^, or an autologous devitalized muscle scaffold^33^ have observed moderate, though sometimes transient functional improvements. Notably, the functional improvements observed previously were not explained by *de novo* muscle fiber regeneration. For example, Aurora *et al*. counted the number of fibers within the defect area and reported regeneration of less than 2% of the muscle fibers lost (i.e., up to 50 muscle fibers regenerated^19^ of ~3,500 lost^34^). Thus, an alternative mechanism of functional recovery was proposed in rodent VML injuries, wherein ECM-related fibrous tissue deposition improved the transmission of forces produced by the remaining muscle mass (i.e., ‘functional fibrosis’)^18,19^. We therefore anticipated that ECM-repaired muscles would impart a modest functional improvement and that this mode of functional improvement could therefore explain the modest gains in isometric or isokinetic strength observed clinically^2,12^. However, the current findings do not support any mechanism of strength improvement and suggests that the putative mechanism of ECM improved force transmission is not conserved in larger VML defects. The drastic difference in fibrotic tissue deposition between porcine and rat VML models may account for this discrepancy (*see* Fig. 3 *&* Supplementary Fig. 3). In support, delivery of antifibrotic agent (Losartan) unexpectedly reduced TA muscle strength eight weeks after VML injury in the rat TA muscle^35^. The current findings indicate a need to revisit the therapeutic potential of antifibrotic therapies for VML injury that more aptly present clinical manifestations of fibrosis, such as the porcine model. In regards to the functional recovery discrepancy between these large animal findings and those in the clinic, it is important to note that the animal neuromuscular assessments involve maximal nerve stimulation (all motor units are activated) and therefore by-pass voluntary muscle recruitment strategies, while human strength assessments are voluntary and dependent on recruitment characteristics. It is therefore possible that the modest strength gains in the clinic may be due to neuromuscular recruitment adaptations that occur in the absence of *de novo* muscle tissue regeneration or even skeletal muscle hypertrophy.

In contrast to previous muscle regeneration studies^36,37^, where increases in expression of inflammatory and ECM remodeling genes temporally subsided after injury^38^, VML induces overexpression of these transcripts up to three months after injury. Detection of these transcripts was consistent with histological observations of macrophage infiltration into the VML defect site. 

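At 12 weeks, CXCL16, CTSS, FCGR3B, FAP and DPT stood above the sham-operated level in every injured limb. CXCL16, a chemokine that also binds oxidized lipids on macrophages, was at 17.2 to 46.1 TPM in the 10 injured limbs and at 1.09 and 4.21 TPM in the sham-operated limbs, a log2 fold change of 3.37 (standard error 0.40, limma adjusted p = 2.40e-05). CTSS, a protease of antigen-presenting cells, was at 40.8 to 186 TPM against 7.09 and 8.88 TPM, a log2 fold change of 3.20 (standard error 0.35, limma adjusted p = 1.30e-05). FCGR3B, an Fc receptor of neutrophils and NK cells with close paralogs, was at 98.0 to 355 TPM against 8.35 and 10.5 TPM, a log2 fold change of 3.83 (standard error 0.32, limma adjusted p = 2.23e-06). The fibroblast protease FAP was at 95.9 to 317 TPM against 4.64 and 5.57 TPM, a log2 fold change of 5.18 (standard error 0.35, limma adjusted p = 6.56e-07), and DPT, a small matrix protein, at 361 to 1238 TPM against 9.02 and 17.4 TPM, a log2 fold change of 5.56 (standard error 0.40, limma adjusted p = 9.60e-07). IL10 was low throughout, at 0.507 to 7.31 TPM against 0.0819 and 0.213 TPM, a log2 fold change of 1.95 (standard error 0.48, limma adjusted p = 0.00445). Sham-operated muscle at the same time is the only reference, as no earlier time after injury was sequenced, so the course of these genes over time is not measured.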

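Markers of macrophages rose together in injured muscle. CD163, a scavenger receptor of macrophages, rose from 3.72 ± 0.135 TPM (SD, n = 2) in sham-operated to 30.6 ± 9.97 TPM (SD, n = 10) in injured muscle, a log2 fold change of 2.68 (standard error 0.27, limma adjusted p = 7.44e-06). CD68, a lysosomal protein of macrophages, rose from 2.37 ± 0.974 TPM (SD, n = 2) to 47.3 ± 14.3 TPM (SD, n = 10), a log2 fold change of 3.93 (standard error 0.30, limma adjusted p = 1.21e-06). CD14, a receptor for bacterial lipopolysaccharide, had a log2 fold change of 3.82 (standard error 0.28, limma adjusted p = 1.07e-06), and LAPTM5, a lysosomal protein of blood cells, had a log2 fold change of 3.53 (standard error 0.26, limma adjusted p = 1.06e-06). GPNMB, a glycoprotein of lipid-loaded and phagocytic macrophages, rose from 0.705 ± 0.374 TPM (SD, n = 2) to 71.5 ± 24.6 TPM (SD, n = 10), a log2 fold change of 5.76 (standard error 0.37, limma adjusted p = 4.91e-07). Of 24 tested macrophage markers, 24 rose and 0 fell at a limma adjusted p under 0.05 (24 and 0 when adjusted over the list alone), with a median log2 fold change of 3.35. Its camera test came to adjusted p = 6.29e-10 (higher than other genes) and to adjusted p = 0.396 with an estimated correlation. All 24 were also higher after rescaling. These are levels in whole tissue and do not place the cells in it.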

Macrophages have been shown to secrete pro-fibrogenic factors such as TGF-β1 and upregulate components of the Complement system to perform phagocytosis after muscle injury. Both of these elements were significantly upregulated and enhance Wnt signaling, which has also been shown to attenuate satellite cell proliferation and enhance fibroblast production of collagen^39^. Thus, sustained activation of these gene expression programs from a VML injury may contribute to a poor environment for satellite cells and hinder their repair of the defect site, regardless of increased progenitor recruitment from an ECM. 

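TGFB1, SFRP2 and most complement genes rose in injured muscle. TGFB1 rose from 11.0 ± 8.27 TPM (SD, n = 2) in sham-operated to 68.6 ± 14.6 TPM (SD, n = 10) in injured muscle, a log2 fold change of 2.79 (standard error 0.37, limma adjusted p = 5.37e-05), with log2 fold changes of 2.75, 2.94 and 2.67 in the ECM-repaired, non-repaired and Hya-repaired groups. The C1q subunits, which start the classical complement pathway, rose by similar amounts: C1QA from 9.68 ± 3.62 TPM (SD, n = 2) to 314 ± 81.8 TPM (SD, n = 10), a log2 fold change of 4.84 (standard error 0.27, limma adjusted p = 3.04e-07), C1QB with a log2 fold change of 4.77 (limma adjusted p = 3.04e-07) and C1QC with a log2 fold change of 4.67 (limma adjusted p = 2.64e-07). C3, the central complement component, had a log2 fold change of 2.13 (limma adjusted p = 0.00221), a call that ended after rescaling (adjusted p = 0.0554). CFD, complement factor D, which fat cells also secrete, had a log2 fold change of 0.98 (limma adjusted p = 0.00660), and did not pass after rescaling (adjusted p = 0.691) or without the sham-operated limb of pig 025 (adjusted p = 0.114). Of 27 tested complement genes, 23 rose and 0 fell at a limma adjusted p under 0.05 (23 and 0 when adjusted over the list alone), with a median log2 fold change of 2.52. Set against other genes (higher), camera's adjusted p was 5.16e-05, and it was adjusted p = 0.396 with an estimated correlation. Of the secreted frizzled-related proteins, which can hold Wnt ligands away from their receptors, SFRP2 rose from 6.69 ± 1.65 TPM (SD, n = 2) to 1000.3 ± 338 TPM (SD, n = 10).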

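COL1A2, FN1 and C1QA had similar levels in ECM-repaired and non-repaired muscle, and the fast myosin MYH4 was lower after repair without passing the test. COL1A2 differed between them by a log2 fold change of 0.02 (standard error 0.37, limma adjusted p = 0.991), FN1 by 0.01 (standard error 0.45, limma adjusted p = 0.996) and C1QA by 0.16 (standard error 0.28, limma adjusted p = 0.910). MYH4 differed by -2.47 (standard error 1.09, limma adjusted p = 0.904). Fibrillar matrix genes differed by a median of -0.04 (camera adjusted p = 0.128, and adjusted p = 0.982 with an estimated correlation). Macrophage markers differed by a median of 0.16 (camera adjusted p = 1.92e-06, and adjusted p = 0.953 with an estimated correlation) and fast-twitch sarcomere genes by -0.93 (camera adjusted p = 6.13e-05, and adjusted p = 0.953 with an estimated correlation). Without the ECM-repaired limbs of pigs 014 and 018, that median was -0.24 (camera adjusted p = 0.0745). Without that of pig 018 the median of macrophage markers was 0.06 (camera adjusted p = 0.000356). The limbs of pigs 014 and 018 had the lowest fast-twitch list means of the ECM-repaired limbs (6.76 and 7.40, the others 9.20 to 9.64). That of pig 018 had the highest macrophage mean. Leaving out extremes of the measure tested shrinks a difference whatever its cause, so these checks do not decide what it rests on. Over all tested genes, the median R2 of log2(TPM + 0.5) was 0.920 among the 28 pairs of limbs from different injured conditions (0.841 to 0.969) and 0.925 among the 18 pairs within a condition. Between sham-operated and injured limbs it was 0.645 among 20 pairs. With so few limbs, a gene's 95% confidence interval between ECM-repaired and non-repaired muscle reached 0.706 on the log2 scale to either side at the median, so similar is not shown to be equal.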

Since none of the ECMs directly impacted these expression programs, the underlying pathogenesis of VML was effectively unaltered and produced nearly indistinguishable transcriptomes at the tissue level. Collectively, the gene expression programs observed support a model whereby incessant inflammation from infiltrating macrophages results in over-activation of Complement, which in turn initiates Wnt signaling in mesenchymal progenitors and fibrogenesis^26,40^. This model of chronic inflammation resulting in defective satellite cell responses, enhanced proliferation of matrix-producing cells and increased ECM deposition has also been observed in muscular dystrophy^41^ and is uniquely consistent with other models of muscle tissue degeneration and fibrosis^25^.

### Outlook

The current observations are in line with the low magnitude of muscle fiber regeneration presented after VML repair in a host of small and large animal models^15,19,42,43^, but remain at odds with the robust regeneration presented by Turner *et al*.^11^. While large-scale tissue regeneration is challenged by the absolute distances required for revascularization and reinnervation, the fairly consistent observation of sub-physiological muscle regeneration following ECM repair for VML in both small and large animal models challenges the broader efficacy of ECM mediated muscle tissue regeneration^9^. The current study unequivocally indicates that ECM repair provides no functional benefit and suggests a unique pathology of chronic inflammation and persistent connective tissue deposition which may inhibit satellite cell based repair. The sub-physiological level of muscle tissue regeneration observed herein with any of the biomaterials implanted supports the continued development of biomaterial-based therapies that utilize biological adjuncts^44–46^ to potentially achieve a functionally meaningful magnitude of muscle tissue regeneration. However, the unwavering pathobiology of sterile VML injury observed herein regardless of immediate biomaterial repair draws significant concerns regarding the prolonged health of the remaining musculature and suggests that therapeutic intervention may be better served at attenuating pathology within the remaining musculature, as opposed to focusing solely on *de novo* muscle tissue regeneration. Collectively, this study argues that the use of ECMs for functional muscle repair following VML injury clinically is at best premature.

## Methods

### Animals

Female Yorkshire Cross pigs (n = 13) were purchased form Midwest Research Swine (Gibbon, MN). In pilot studies, male Lewis rats (n = 20) were purchased from Harlan Laboratories (Indianapolis, IN). All protocols and animal care guidelines were approved by the United States Army Institute of Surgical Research Institutional Animal Care and Use Committee (A-14-018 & A-14-017), in compliance with National Institute of Health Guidelines and the United States Department of Agriculture. All studies were conducted in compliance with the Animal Welfare Act, the Implementing Animal Welfare Regulations and in accordance with the principles of the Guide for the Care and Use of Laboratory Animals.

### Study Design

Studies were conducted to test currently clinically utilized ECMs and a biomaterial negative control. At the time of surgery bilateral VML injuries (or sham procedures) were performed and then each limb was randomized to no repair or implantation with a commercially available ECM or Hya (Supplementary Fig. 1). Pigs underwent initial functional testing prior to surgery and repeated testing up to every two weeks following surgery. Before and at 2 and/or 10 weeks after surgery, CT imaging of the lower hindlimb was performed. Terminally muscle samples were used for histologic and RNA analysis of the tissue. Pigs in all surgical groups (sham or VML) gained a significant amount of weight over the 12 week study; the body weight at the time of surgery and 12 weeks post-surgery was 44.1 ± 1.0 and 75.9 ± 1.5 kg, respectively. Weight gain was consistent and approximately 2.5 kg per week. At the end of the study, 12 weeks post-surgery, the pigs were 6.3 ± 0.1 months of age, considered to be young-adult.

In the pilot study to understand the biomaterial negative control, Hya, rats were randomized to unilateral VML injuries to the TA muscle that were left non-repaired or Hya-repair. At the time of surgery rats were 4.1 ± 0.1 months of age and weighed 367.4 ± 4.9 g, considered to be adults.

### Surgical Procedure

#### Volumetric Muscle Loss (VML)

While under isoflurane anesthesia and appropriate aseptic conditions, a ~3 × 3 × 1 cm area of muscle (5.10 ± 0.03 g) was surgically removed using sharp dissection from the middle third of the PT muscle (Supplementary Fig. 1). The fascia and skin were closed in layers with absorbable suture and compressive bandages were wrapped around each limb. Post-surgical analgesic administration of Buprenorphine SR (0.01 mg/kg, s.c.), Rimadyl (4.4 mg/kg, s.c.), and Excede (5.0 mg/kg, s.c.) was conducted through one week post-surgically. Sham operated limbs were surgically exposed and isolated, but no tissue was removed (Supplementary Fig. 1). In all cases the incision was closed in the same fashion. Following surgery, all animals recovered promptly and within 24 hours displayed normal eating habits, mobility and cage activity with only limited deficits in movement. No unexpected deaths occurred in any of the experimental animals.

In the rodent pilot study, while under isoflurane anesthesia a unilateral full-thickness VML injury was created using a 6 mm punch biopsy to the middle third of the TA muscle. On average, the tissue removed from the TA weighed 90.5 ± 3.2 mg. All rats received a one-time pre-surgical administration of buprenorphine-SR (1.2 mg/kg; s.c.) for pain management. Rats were randomized to repair with Hya or left non-repaired. Data was compared to the contralateral non-injured limb at 2 or 8 weeks post-surgery.

#### Biomaterial Implantation

The first biologic surgical mesh (Biodesign® 4 Layer Tissue Graft, G12579 C-SLH-45-7 × 20; Cook Medical, Bloomington IN) that was explored (Lot #LB835143) is a multi-layer acellular ECM manufactured from animal derived non-cross linked collagen (porcine small intestinal submucosa; SIS). The second biologic wound matrix (MatriStem® Multilayer Wound Matrix, WSM0710; ACell Columbia MD) that was used is a multi-layer ECM manufactured from urinary bladder matrix (UBM) with an intact epithelial basement membrane and various collagens (porcine derived; Lot # MML4820-21). Prior to implantation each ECM was prepared following individual manufacture suggestions. Briefly, under sterile conditions the ECM was rehydrated in room temperature saline and trimmed to fit the VML defect site. The ECM was circumferentially anchored in place by ~12–15 interrupted and locking proline sutures. An alternative biomaterial negative control using Hya was explored. Hya is a naturally occurring component of the extracellular matrix; it is biodegradable, non-immunogenic and anti-adhesive. In this context the use of Hya as a hydrogel was to provide a barrier for cell migration within the VML defect site. A pre-polymer solution consisting of 1% weight/volume thiol-modified hyaluronan (Glycosil®, ESI BIO, Alameda, CA; Lot #15E028) and 1% PEGDA (MW 3.4kDA) in degassed sterile water was mixed, drawn into a 30 ml syringe, and subsequently allowed to cross-link at 37 °C for 30 minutes in a humidified incubator (5% CO_2_, 37 °C). Following the VML injury, the muscle fascia was sutured with interrupted and locking proline sutures and the Hya was placed in the fascia pocket with a 16 G syringe. For the sham operated and non-repaired limbs, sutures were placed to mark the muscle and VML defect, respectively (Supplementary Fig. 1). In the rat model, a 6 mm piece of Hya was placed into the surgically created VML defect and fascia was sutured with interrupted sutures.

#### In Vivo Functional Testing

The strength of the dorisflexor muscles of the anterior compartment in each leg of pigs was tested with the knee stabilized at 90° and activated by subdermal stimulation of the peroneal nerve using needle electrodes^47,48^. Maximal isometric tetanic torque was elicited using 100 Hz, 0.1 ms pulse, over 800 ms (Grass S88 stimulator and 890 A Aurora Scientific large animal strength testing apparatus). In all cases, torque was measured over a range of joint angles. Body weight was assessed immediately prior to each procedure and used to normalize torque values. When available the torque was also normalized by the muscle volume of the anterior compartment as determined by CT imaging.

To assess the function of the isolated rat TA muscle the distal tendons of the extensor digitorum longus and extensor hallicus longus muscles severed above the retinaculum^6^. The muscle was activated via subcutaneous needle electrodes placed on both sides of the common peroneal nerve and function was assessed with the ankle at a right angle using a dual-mode muscle lever system elicited using 0.1 ms pulse width over 400 ms across a range (10–200 Hz) of frequencies (Grass S88 and 305B Aurora Scientific servomotor).

#### Reliability of In Vivo Functional Testing

Prior to surgical procedure a subset of 8 pigs underwent functional testing to determine reliability and optimization of the *in vivo* testing parameters. In each pig, both the right and left limbs were tested for isometric torque across seven joint angles (neutral and 10°, 20°, 30°, 40°, 50°, and 55° of plantarflexion). At each angle tested, two or three measurements were taken, with the exception of 55° of plantarflexion when only one measurement was taken due to near end range of motion (plantarflexion 62.4 ± 1.3°). At each joint angle, isometric torque was normalized to body weight and evaluated to determine if differences existed between right and left limbs, the order of the limb tested, and minimum and maximum values obtained for all values. In the whole model (i.e., across all angles) there was no difference between right and left limbs (p = 0.972) or the order of limbs tested (p = 0.999). Furthermore, there were also no differences when examined at individual joint angles (Supplementary Fig. 2). Multiple data points at individual joint angles were used to determine coefficient of variation (CV) for each limb tested (Supplementary Fig. 2). Using a one way ANOVA any differences in the CV across joint angles was determined. There is greater variation at the neutral joint angle (0°) tested than at all other angles (Supplementary Fig. 2; p = 0.002), however this is likely due to optimization of electrode placement across the peroneal nerve at the beginning of the testing. Given the high measurement reliability, only one contraction per joint angle following optimization of electrode placement was tested on all retest days for this study, this reduction was ideal to reduce the subject exposure to anesthetic gas.

#### CT Imaging

Standard imaging studies of the lower limb were conducted using a Toshiba 160 slice CT at 0.5 mm slice thickness. Scans were taken prior to *in vivo* function testing 10 weeks post-VML. Additionally, a subset of animals (n = 6) underwent scans prior to surgical procedures and at 2 weeks post-surgery (n = 4). Scans were analyzed with Vitrea Vital Medical Imaging Software to estimate volume of the anterior compartment. The volume was estimated from the coronal 2D images and then reconstructed into a 3D model by an investigator blinded to experimental group. Volume measurements were normalized to body mass, additionally anterior compartment volume was used to normalize muscle torque.

#### Histological Analyses

Following the terminal *in vivo* functional assessment, samples from the PT, tibialis and digitorum synergist muscles were collected. In all cases muscle samples were excised using a 10 mm biopsy punch through the full thickness of the muscle and then frozen in melting isopentane and stored at −80 °C until analysis. Each muscle sample was cross-sectioned at 8 µm and stained with standard histologic procedures for hematoxylin and eosin and Masson’s trichrome. Bright filed images were acquired with 20x (plan-apochromat 0.80 N.A, working distance 0.55 mm) objective on a Zeiss Axio Scan.Z1 (Carl Zeiss Microscopy, Thornwood NY) and stitched into a large composite image. Composite images were saved separately as a 24-bit, 96 dpi color images. Additionally, an independent investigation of the hematoxylin and eosin and Masson’s trichrome staining of the skeletal muscle was conducted by a board certified pathologist blinded to experimental group. Narrative reports were provided for all muscle sections. Histologic samples acquired from the rat TA muscle in the pilot study were processed with the same approach. Quantitative assessments of Hya presence at 2 and 8 weeks post injury were performed by manually circling a region of interest over the observed material using MATLAB (Mathworks, Natick, MA).

Immunofluorescent staining of the PT muscle was conducted using a combination of sarcomeric MyHC (MF20 obtained from the Developmental Studies Hybridoma Bank, mouse monoclonal IgG2b; 5 µg/ml), laminin (Abcam Ab11576, rat monoclonal IgG1; 2.5 µg/ml), Pax7 (Pax7 obtained from the Developmental Studies Hybridoma Bank, mouse monoclonal IgG1κ; 5 µg/ml), CD163 (Novus Biologicals NB110-40686, mouse monoclonal IgG1, 5 µg/ml) DAPI (Molecular Probes D21490, 1 µg/ml), and Wheat Germ Agglutinin (Molecular Probes W32466 647-conjugated, 1 µg/ml). Appropriately paired secondary antibodies at a dilution of 1:200 (Invitrogen A21121, A21141, or A11007) were subsequently used. In all cases the expected staining patterns in normal skeletal muscle were observed and the specificity of anti-labeling was confirmed by the absence of staining outside expected structures and was consistent with manufacturer’s technical information.

Confocal imaging was conducted with an Olympus FluoView FV1000 laser scanning confocal microscope (Olympus America Inc., Melville, NY) mounted on an inverted Olympus IX81 microscope and equipped with Multi-line Argon (458, 488, and 515 nm), HeNeG (543 nm), diode (405 nm) and diode (635 nm) lasers using an Olympus UPLSAPO 20x/0.85 N.A. or 60x/1.35 N.A. oil immersion lenses. Images were acquired in a 512 × 512 array with pixel dimensions (0.5 × 0.5 μm). Confocal images were saved as individual channel 12-bit multi-TIFF files, and reconstructed in MetaMorph (Molecular Devices LLC., Sunnyvale CA). For display purposes only images were down-converted, without introducing any changes in brightness or contrast. Laser intensity was held consistent across imaging of the same antibody probes. During all imaging and investigation, investigators were blinded to experimental group.

#### Rat RNA

Real time reverse transcription quantitative polymerase chain reaction (RT-qPCR) was used to quantify gene expression within the VML defect region at 2 weeks post-injury. RNA was isolated from the homogenized tissue using the TRIzol method. The RNA samples were reverse transcribed into cDNA using a QuantiTech Rev Transcription kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. Gene expression for target markers was determined using custom-designed primers (Supplementary Fig. 3) with RT-qPCR amplification performed in the presence of SYBR Green (Bio-Rad Laboratories, Hercules, CA). The raw fluorescence data was processed using LinRegPCR (v12.11; http://www.hartfaalcentrum.nl) with glyceraldehyde-3-phosphate dehydrogenase (GAPDH) serving as the endogenous control^49^.

#### RNA Sequencing

During the harvest for histologic samples, samples from the PT muscle were collected for whole tissue RNA isolation. The muscles were thawed, minced and homogenized (Tissue Ruptor, Qiagen) for 30 seconds at room temperature and total RNA was isolated from the slurry using the miRNeasy Mini Kit (Qiagen) as per the manufacturer’s instructions. RNA concentration and integrity were measured with a Nanodrop spectrophotometer (Nanodrop 2000c) and Bioanalyzer (Agilent 2100), respectively. 1 μg of isolated total RNA was used to produce cDNA libraries using the Truseq protocol (Illumina), as per the manufacturer’s instructions. Biological replicates or triplicates were produced from each condition and individual libraries were pooled and sequenced using 76 base-pair (bp) paired-end reads on a Hi-Seq. 2500 in high output mode to an average depth of 55 M reads per library.

#### Data Processing

High-throughput sequencing reads were pseudoaligned to the University of California, Santa Cruz, annotated *Sus scrofa* (Pig) genome (build 9.2) and transcript abundances were quantified using Kallisto^50^ with default parameters. Differential expression (DE) of transcripts was calculated using the R/Bioconductor implementation of DESeq. 2^51^. Analysis of expression data, such as set analysis based on treatment specific expression profiles, principal component analysis, and correlation of inter-treatment gene expression were performed with R. Count data was log2 transformed, after adding a pseudocount of 0.5 to all measurements. Differential gene expression (relative to sham controls) in gene matrixes and plots were called significant at a False Discovery Rate (FDR; after Benjamini-Hochberg correction) of less than 0.05. Given the high number of genes exhibiting significant differential expression, additional filters were set to obtain DE genes for further analysis (1 transcript per kilobase million in all of the treatment group samples and have a log2 fold change of at least 1 in at least one treatment group). Treatment-group-specific DE genes were computed and set analysis was used to determine overlapping and unique genes between groups using base R libraries and plotted using R package VennDiagram (version 1.6.17). Principal component analysis was performed on significant DE genes using base R libraries and plotted using ggplot2 (version 2.1.0).

Significant DE genes were also used to compute Gene Set Enrichment Analyses. Gene Sets used for enrichment analyses were obtained from the Gene Ontology Consortium^52^, REACTOME^53^, and BioCyc^54^. GO terms were limited to Biological Processes. Pathway analysis was conducted on qualified genes using the R/Bioconductor package GAGE^55^ and significant (q-value < 0.05) pathways were ranked in order of significance. Pathways selected were within the top 50 ranked up- or down-regulated pathways and reflected general trends with those top 50 pathways. A matrix of treatment group x treatment group Pearson correlation values, generated using treatment expression profiles and base R libraries, was calculated and plotted using the R package pheatmap (version 1.0.8).

### Data availability

RNA-Seq datasets are uploaded onto GEO and accession numbers are pending.

### Statistical analysis

All quantitative data was analyzed using JMP (version 10.0 SAS Institute, Inc., North Carolina). Treatment group sample sizes of at least 3 were determined prior to the study to allow for the detection of a 33% increase in muscle torque production at power (1 – ß) of 0.80 and α of 0.05, with a shared standard deviation of 0.025 Nm/kg determined in a functional optimization study. Body weight was analyzed by one-way repeated measures ANOVA (time; repeated) over the 12 weeks study. Pre-surgical data was analyzed one-way ANOVA to determine any differences existed across groups, no differences in pre-surgical data were determined (p ≥ 0.070) and therefore pre-surgical data was collapsed across experimental groups. Data was analyzed by one-way ANOVA (group) for anterior compartment volume, torque, RT-PCR, and Hya degradation, or two-way ANOVA for peak torque over time or stimulation frequency (group x time point/frequency). Tukey’s post-hoc analyses were performed upon significant ANOVA. Statistical handling of RNAseq data are described above. Data are reported as mean ± SE and significance was determined at the α < 0.05 level.

### Disclosures

The opinions or assertions contained here are the private views of the authors and are not to be construed as official or as reflecting the views of the Department of the Army, the Department of Defense, nor the U.S. Government.

## Electronic supplementary material

Supplementary Data

## References

[1] Garg K (2015). Volumetric muscle loss: persistent functional deficits beyond frank loss of tissue. Journal of orthopaedic research: official publication of the Orthopaedic Research Society.

[2] Mase VJ (2010). Clinical application of an acellular biologic scaffold for surgical repair of a large, traumatic quadriceps femoris muscle defect. Orthopedics.

[3] Corona BT, Rivera JC, Owens JG, Wenke JC, Rathbone CR (2015). Volumetric muscle loss leads to permanent disability following extremity trauma. J Rehabil Res Dev.

[4] Rivera, J. C. & Corona, B. T. Muscle-related Disability Following Combat Injury Increases With Time. *U.S. Army Medical Department journal*, 30–34 (2016).26874094

[5] Ward CL (2016). Autologous Minced Muscle Grafts Improve Muscle Strength in a Porcine Model of Volumetric Muscle Loss Injury. Journal of orthopaedic trauma.

[6] Corona BT (2013). Autologous minced muscle grafts: a tissue engineering therapy for the volumetric loss of skeletal muscle. Am J Physiol Cell Physiol.

[7] Kasukonis B (2016). Codelivery of Infusion Decellularized Skeletal Muscle with Minced Muscle Autografts Improved Recovery from Volumetric Muscle Loss Injury in a Rat Model. Tissue Eng Part A.

[8] Wolf MT, Dearth CL, Sonnenberg SB, Loboa EG, Badylak SF (2015). Naturally derived and synthetic scaffolds for skeletal muscle reconstruction. Advanced drug delivery reviews.

[9] Badylak SF, Dziki JL, Sicari BM, Ambrosio F, Boninger ML (2016). Mechanisms by which acellular biologic scaffolds promote functional skeletal muscle restoration. Biomaterials.

[10] Corona BT, Greising SM (2016). Challenges to acellular biological scaffold mediated skeletal muscle tissue regeneration. Biomaterials.

[11] Turner NJ (2010). Xenogeneic extracellular matrix as an inductive scaffold for regeneration of a functioning musculotendinous junction. Tissue Eng Part A.

[12] Dziki, J. *et al*. An acellular biologic scaffold treatment for volumetric muscle loss: results of a 13-patient cohort study. *Npj Regenerative Medicine***1**, 16008, 10.1038/npjregenmed.2016.8http://www.nature.com/articles/npjregenmed20168 - supplementary-information (2016).10.1038/npjregenmed.2016.8PMC574471429302336

[13] Klein CS, Marsh GD, Petrella RJ, Rice CL (2003). Muscle fiber number in the biceps brachii muscle of young and old men. Muscle Nerve.

[14] MacDougall JD, Sale DG, Alway SE, Sutton JR (1984). Muscle fiber number in biceps brachii in bodybuilders and control subjects. Journal of applied physiology: respiratory, environmental and exercise physiology.

[15] Sicari BM (2014). An acellular biologic scaffold promotes skeletal muscle formation in mice and humans with volumetric muscle loss. Science translational medicine.

[16] Grogan, B. F. & Hsu, J. R. Volumetric muscle loss. *J Am Acad Orthop Sur*g **19** Suppl 1, S35-37, doi:19/suppl_1/S35 [pii] (2011).10.5435/00124635-201102001-0000721304045

[17] Corona, B. T., Wenke, J. C. & Ward, C. L. Pathophysiology of volumetric muscle loss injury. *Cells Tissues Organs*, 10.1159/000443925.10.1159/00044392527825160

[18] Corona BT (2013). The promotion of a functional fibrosis in skeletal muscle with volumetric muscle loss injury following the transplantation of muscle-ECM. Biomaterials.

[19] Aurora A, Roe JL, Corona BT, Walters TJ (2015). An acellular biologic scaffold does not regenerate appreciable de novo muscle tissue in rat models of volumetric muscle loss injury. Biomaterials.

[20] Shu XZ (2004). Attachment and spreading of fibroblasts on an RGD peptide-modified injectable hyaluronan hydrogel. Journal of biomedical materials research. Part A.

[21] Gentile NE (2014). Targeted rehabilitation after extracellular matrix scaffold transplantation for the treatment of volumetric muscle loss. American journal of physical medicine & rehabilitation/Association of Academic Physiatrists.

[22] Han N (2016). Electrodiagnostic Evaluation of Individuals Implanted With Extracellular Matrix for the Treatment of Volumetric Muscle Injury: Case Series. Physical therapy.

[23] Serrano AL (2011). Cellular and molecular mechanisms regulating fibrosis in skeletal muscle repair and disease. Current topics in developmental biology.

[24] Murphy MM, Lawson JA, Mathew SJ, Hutcheson DA, Kardon G (2011). Satellite cells, connective tissue fibroblasts and their interactions are crucial for muscle regeneration. Development.

[25] Lemos DR (2015). Nilotinib reduces muscle fibrosis in chronic muscle injury by promoting TNF-mediated apoptosis of fibro/adipogenic progenitors. Nature medicine.

[26] Brack AS (2007). Increased Wnt signaling during aging alters muscle stem cell fate and increases fibrosis. Science (New York, N.Y.).

[27] Sadtler K (2016). Developing a pro-regenerative biomaterial scaffold microenvironment requires T helper 2 cells. Science (New York, N.Y.).

[28] Lepper, C., Partridge, T. A. & Fan, C. M. An absolute requirement for Pax7-positive satellite cells in acute injury-induced skeletal muscle regeneration. *Development***138**, 3639-3646, 138/17/3639 [pii]10.1242/dev.067595 (2011).10.1242/dev.067595PMC315292221828092

[29] Sambasivan R (2011). Pax7-expressing satellite cells are indispensable for adult skeletal muscle regeneration. Development.

[30] Ma J, Baker AR, Calabro A, Derwin KA (2017). Exploratory study on the effect of osteoactivin on muscle regeneration in a rat volumetric muscle loss model. PLoS One.

[31] Corona BT, Ward CL, Baker HB, Walters TJ, Christ GJ (2014). Implantation of *in vitro* tissue engineered muscle repair constructs and bladder acellular matrices partially restore *in vivo* skeletal muscle function in a rat model of volumetric muscle loss injury. Tissue Eng Part A.

[32] Chen XK, Walters TJ (2013). Muscle-derived decellularised extracellular matrix improves functional recovery in a rat latissimus dorsi muscle defect model. Journal of plastic, reconstructive & aesthetic surgery: JPRAS.

[33] Garg K, Ward CL, Rathbone CR, Corona BT (2014). Transplantation of devitalized muscle scaffolds is insufficient for appreciable de novo muscle fiber regeneration after volumetric muscle loss injury. Cell and tissue research.

[34] Aurora A, Garg K, Corona BT, Walters TJ (2014). Physical rehabilitation improves muscle function following volumetric muscle loss injury. BMC sports science, medicine and rehabilitation.

[35] Garg K, Corona BT, Walters TJ (2014). Losartan administration reduces fibrosis but hinders functional recovery after volumetric muscle loss injury. Journal of applied physiology (Bethesda, Md.: 1985.

[36] Arnold L (2007). Inflammatory monocytes recruited after skeletal muscle injury switch into antiinflammatory macrophages to support myogenesis. The Journal of experimental medicine.

[37] Aguilar CA (2015). *In vivo* Monitoring of Transcriptional Dynamics After Lower-Limb Muscle Injury Enables Quantitative Classification of Healing. Scientific reports.

[38] Aguilar CA (2016). Transcriptional and Chromatin Dynamics of Muscle Regeneration after SevereTrauma. Stem cell reports.

[39] Naito AT (2012). Complement C1q activates canonical Wnt signaling and promotes aging-related phenotypes. Cell.

[40] Mann CJ (2011). Aberrant repair and fibrosis development in skeletal muscle. Skeletal muscle.

[41] Desguerre I (2012). A new model of experimental fibrosis in hindlimb skeletal muscle of adult mdx mouse mimicking muscular dystrophy. Muscle Nerve.

[42] Ma J, Sahoo S, Baker AR, Derwin KA (2015). Investigating muscle regeneration with a dermis/small intestinal submucosa scaffold in a rat full-thickness abdominal wall defect model. Journal of biomedical materials research. Part B, Applied biomaterials.

[43] Turner NJ, Badylak JS, Weber DJ, Badylak SF (2012). Biologic scaffold remodeling in a dog model of complex musculoskeletal injury. J Surg Res.

[44] Grasman JM, Do DM, Page RL, Pins GD (2015). Rapid release of growth factors regenerates force output in volumetric muscle loss injuries. Biomaterials.

[45] VanDusen KW, Syverud BC, Williams ML, Lee JD, Larkin LM (2014). Engineered skeletal muscle units for repair of volumetric muscle loss in the tibialis anterior muscle of a rat. Tissue Eng Part A.

[46] Rossi, C. A. *et al*. *In vivo* tissue engineering of functional skeletal muscle by freshly isolated satellite cells embedded in a photopolymerizable hydrogel. *FASEB J***25**, 2296-2304, fj.10-174755 [pii] 10.1096/fj.10-174755 (2011).10.1096/fj.10-17475521450908

[47] Kheirabadi BS (2014). Long-term effects of Combat Ready Clamp application to control junctional hemorrhage in swine. The journal of trauma and acute care surgery.

[48] Ward, C. L. *et al*. Autologous minced muscle grafts improve muscle strength in a pourcine model of volumetric muscle loss injury. *J Orthop Trauma* In Press (2016).10.1097/BOT.000000000000067327466826

[49] Ruijter JM (2009). Amplification efficiency: linking baseline and bias in the analysis of quantitative PCR data. Nucleic acids research.

[50] Bray NL, Pimentel H, Melsted P, Pachter L (2016). Near-optimal probabilistic RNA-seq quantification. Nat Biotechnol.

[51] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq. 2. Genome biology.

[52] Ashburner M (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nature genetics.

[53] Fabregat A (2016). The Reactome pathway Knowledgebase. Nucleic acids research.

[54] Caspi R (2014). The MetaCyc database of metabolic pathways and enzymes and the BioCyc collection of Pathway/Genome Databases. Nucleic acids research.

[55] Luo W, Friedman MS, Shedden K, Hankenson KD, Woolf PJ (2009). GAGE: generally applicable gene set enrichment for pathway analysis. BMC Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

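RNA was sequenced from 12 limbs of 11 pigs 12 weeks after surgery: 2 sham-operated, 2 non-repaired, 2 Hya-repaired and 6 ECM-repaired, with both a non-repaired and a Hya-repaired limb from pig 017. The sample labels call the 6 ECM-repaired limbs SIS and the legend of Fig. 7 gives SIS and UBM in equal numbers, so the 6 were kept as 1 group and SIS and UBM were not compared. Per the paper, the authors made TruSeq libraries from 1 µg of total RNA, sequenced them as paired ends, pseudoaligned the reads to the pig genome with kallisto at its default parameters and tested genes with DESeq2. The TPM values were made by the authors with kallisto, as deposited, and cover 11506 named genes, which hold 71.5 to 82.7% of the full TPM of a library. The authors report 55 M reads for a library on average. Counts were not used here, so the depth of each library and the precision it gives are unknown, and the number of limbs limits the precision of each comparison. The genome build is named by the paper alone and no coordinates come with the values. There were 239 genes at 0 in every library, which were left out of the tests. Of the gene names, 21 had been turned into dates and were not used, and 618 of 1833 names that begin with LOC were given a symbol from the reference.

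Genes with at least 1 TPM in all libraries of at least 1 condition were kept, which left 8782. Values were transformed as log2(TPM + 0.5), without further scaling. The paper also used a pseudocount of 0.5, but describes adding it to count data, not to TPM. All 12 libraries were fitted together with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust estimation), with a coefficient per condition, and p was adjusted by Benjamini and Hochberg's method in each comparison, with a threshold of 0.05. Each injured group, and the mean of the 3 injured groups (VML-injured), was compared with sham, the injured groups were compared with one another, and ECM-repaired limbs were compared with the mean of the injured groups without ECM. Standard errors come from limma's moderated variance. Counts of changes of at least 2-fold use an absolute log2 fold change of 1 or more. The method was tested on simulated data before use. Of genes changed by a log2 fold change of 2, it recovered 70% for VML-injured against sham, 54% for non-repaired against sham and 90% for ECM-repaired against injured without ECM.

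Lists of 29 gene groups were tested, of which 27 had at least 5 tested genes: fibrillar matrix, matrix crosslinking and turnover, basement membrane, TGF-β signaling, Wnt signaling, complement, macrophage, chemokine and cytokine, T and NK lymphocyte, MHC class II, neutrophil and mast cell, myogenic development, fast-twitch and slow-twitch sarcomere, embryonic and denervation, muscle atrophy, oxidative phosphorylation, glycolysis and glycogen, TCA cycle and fatty acid oxidation, proliferation, fibro-adipogenic progenitor, adipocyte, endothelial, smooth muscle, Schwann cell and nerve, tendon, cartilage and bone, and immediate early genes. Blood and skin genes and B and plasma cell genes had fewer than 5. Each list was set against other genes with camera at a preset correlation of 0.01 and again with an estimated correlation, with p adjusted over the 27 lists. Means of lists were also compared between limbs by exact permutation over all 210 splits, and for macrophage markers also with limbs left out. Lists between ECM-repaired and Hya-repaired or non-repaired limbs, and among genes called in 1 group alone, were also tested with limbs left out.

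The genes named in the text follow a rule: the 8 largest rises and 8 largest falls between sham-operated and injured muscle among genes past the threshold, above the median abundance and on the same side of both shams in every injured limb, the genes CD163, PAX7, MYOG, TGFB1, IL10 and TNF, the first 4 genes of each list and the 3 members of each list with the smallest p in the comparison described. Genes outside the rule are said to have been chosen after their values were seen.

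Agreement of limbs was measured as the squared Pearson correlation of log2(TPM + 0.5) over the tested genes, and principal components were computed on the same values, centred and not scaled. The overlap and correlation of the group responses were set beside 100 simulations of unchanged groups that share the 2 sham-operated limbs. Rescaled values are TPM multiplied by a factor per library from means of log ratios trimmed by 30%, and of abundance by 5%. The alternatives tried were this rescaling, median-of-ratios rescaling, leaving out the most abundant sham genes, pseudocounts of 0.1 and 1, no filter and a stricter filter on low values, a 2-fold threshold, limma without trend and robust estimation, only the libraries of the compared groups, pairs of ECM-repaired limbs, each limb left out in turn, both limbs of pig 017 left out, and pigs 014 and 018 left out. DESeq2 and limma-voom were not run because they need counts. Statistics outside R used Python 3.11.15 with pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.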

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

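The tests of macrophage against endothelial genes, of slow-twitch against fast-twitch genes, of COL2A1, of TNMD, and of the number of genes over other groupings of the limbs were chosen only after the results were seen, and leaving out the most abundant sham genes was added after the data were seen but before its result was.

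Cell cycle genes were higher in injured muscle. Fig. 7c names some of them, such as CCNB1 and TOP2A, as higher, and the paper's discussion speaks of proliferating matrix-producing cells, but its text names none of the genes given here. Of 23 tested cell cycle genes, 22 rose and 0 fell at a limma adjusted p under 0.05 (22 and 0 when adjusted over the list alone), with a median log2 fold change of 1.53 (camera adjusted p = 0.00129, and adjusted p = 0.705 with an estimated correlation). TYMS, which makes a precursor of DNA, had a log2 fold change of 2.64 (standard error 0.28, limma adjusted p = 1.08e-05), UBE2C, which helps cells leave mitosis, a log2 fold change of 2.50 (standard error 0.36, limma adjusted p = 9.27e-05), and CCNB1, a mitotic cyclin, a log2 fold change of 1.60 (standard error 0.37, limma adjusted p = 0.00297). TOP2A, which untangles replicated DNA, had a log2 fold change of 1.53 (limma adjusted p = 0.00254) and adjusted p = 0.0730 without the sham-operated limb of pig 025. After rescaling, 18 of the cell cycle genes were higher.

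Tendon, cartilage and bone markers were a group that the paper's text does not discuss. Of 8 tested tendon, cartilage and bone markers, 5 rose and 0 fell at a limma adjusted p under 0.05 (6 and 0 when adjusted over the list alone), with a median log2 fold change of 2.88 (camera adjusted p = 0.132, and adjusted p = 0.722 with an estimated correlation). TNMD, a membrane protein of tendon cells, was at 68.1 to 514 TPM in the injured limbs and at 0.896 and 6.44 TPM in the sham-operated limbs, a log2 fold change of 5.79 (standard error 0.87, limma adjusted p = 0.000223), and COMP, a matrix protein of tendon and cartilage, had a log2 fold change of 6.72 (standard error 0.75, limma adjusted p = 2.30e-05). The lowest injured TNMD was 10.6 times the higher sham value, so tendon in only some of the injured samples would not account for it. This was looked at after the rise was seen in every injured limb, so it is not an independent test. COL2A1, the main cartilage collagen, was chosen after its values were seen. It reached at most 0.519% of ACAN in any injured limb, at 0 to 1.88 TPM, which makes pieces of cartilage less likely. HAPLN1 reached at most 0.110 TPM in injured limbs, but MATN4 reached 10.8 TPM (median 1.41). Other cartilage genes, such as COL9A1 and MATN1, are not among the named genes. COL1A1 is at 0 in every library, so a fault of the annotation is not excluded for COL2A1 either. A change in the cells of the injured muscle and a sample taken nearer to tendon in every injured limb both stay open, and neither was tested.

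Muscle fiber genes were lower in the injured limbs while immune and matrix genes were higher. If the loss of fibers alone had raised every other cell type alike, macrophage and endothelial markers would have risen together, but their list means rose by 3.41 ± 0.399 and 0.778 ± 0.563 (SD, n = 10) on the log2 scale. Their difference was 2.63 on average and 1.84 to 3.93 in single limbs, which argues against that account as a whole and which a change of scale leaves as it is, although the median of endothelial markers turns to -0.18 after rescaling. Whether fast-twitch and slow-twitch genes were lost in equal measure cannot be told apart from unequal loss, since their changes differed by 0.697 on average with an SD of 0.518 between limbs (0.0256 to 1.55). Fewer fibers together with more macrophages may explain the pattern, and injury itself is the biological difference the design gives, but neither was separated from a change within fibers.

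More genes were higher than lower against sham, 4335 and 673 in VML-injured muscle as deposited. The 20 most abundant genes of each library took 42.9% of the TPM of named genes in sham-operated and 26.8% in injured limbs on average (two-sided exact permutation test, p = 0.0152). With the most abundant sham genes, 23 in all, left out of every library and the rest set to a common sum, the median log2 fold change of the tested genes was 0.0427 where it had been 0.73, and 2340 genes were higher and 1901 lower. A few abundant muscle genes in the shams may therefore account for most of the imbalance. Whether injured tissue also expresses more genes cannot be told apart: after rescaling, the injured limb with the fewest genes at 1 TPM or more had -35 genes relative to the sham with the most (8406 to 8830 in injured limbs, 8273 and 8441 in shams), and absolute amounts of RNA were not measured.

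Between ECM-repaired limbs and injured limbs without ECM, 12 of 27 lists differed from other genes by camera, none with an estimated correlation (lowest adjusted p = 0.578). The median log2 difference was 0.44 for macrophage, 0.35 for chemokine and cytokine, 0.24 for complement, 0.59 for T and NK, 0.32 for MHC class II, 0.42 for embryonic and denervation and 0.11 for fibrillar matrix genes, and -0.30 for basement membrane, -0.67 for fast-twitch sarcomere, -0.17 for oxidative phosphorylation, -0.38 for glycolysis and glycogen and -0.37 for TCA cycle and fatty acid oxidation genes. For the lists not given at a claim, camera gave adjusted p = 0.0115 for MHC class II (adjusted p = 0.798 with an estimated correlation), 0.00578 for embryonic and denervation (adjusted p = 0.734), 0.0376 for basement membrane (adjusted p = 0.867), 0.000991 for oxidative phosphorylation (adjusted p = 0.919), 0.00121 for glycolysis and glycogen (adjusted p = 0.867) and 8.34e-08 for TCA cycle and fatty acid oxidation genes (adjusted p = 0.798). Without the Hya-repaired limb of pig 017, fibrillar matrix genes came to -0.24, oxidative phosphorylation to 0.19, fast-twitch sarcomere genes to -0.14, glycolysis and glycogen to -0.0506 and TCA cycle and fatty acid oxidation to -0.0582. Of 100 groupings of the 10 injured limbs into 6 and 4, 37 gave at least 12 lists and the highest of the others gave 16, so chance cannot be excluded for the lists. For single genes the real grouping gave 0 with limma (114 at an unadjusted p under 0.05), which every one of the 100 groupings necessarily matches. The median of the others gave 0 genes and 201 at an unadjusted p under 0.05, and the highest 311 and 2866. A grouping that calls so many genes points to some structure of the samples, but it is the most extreme of 99, and a structure was not tested for. The sample labels carry a PT number for each limb, whose meaning they do not give, and it was not tested either.

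Among the 6 ECM-repaired limbs, 23 of 162 measures had a single limb far from the others. Chance would give about 1 in 20 if the measures were independent and normally distributed. Most were TPM without a log, several are related to one another, and all 23 were the highest of the 6. That rate may therefore not apply. In the limb of pig 024 the median TPM was 10.8 (5.44 to 7.41 in the others), the rescaling factor 1.60 (0.911 to 1.15) and the mean log2 level of adipocyte markers 3.40 (2.43 to 2.73). Its TPM of PDE4DIP was 188 (10.9 to 71), of LAMC1 69.8 (10.6 to 31.2), of TGFBR2 151 (41.5 to 80.9), of MYF5 2.57 (0.349 to 1.18), of IGF1 50.6 (22.9 to 30.1), of MYH2 1869 (50.1 to 600.3), of ADIPOQ 17.5 (1.86 to 5.90) and of FOXO1 28.3 (13.5 to 15.8). In the limb of pig 018 the mean log2 level of macrophage markers was 5.32 (4.58 to 4.81), and the TPM was 28.4 for NKG7 (14.7 to 17.7), 8.07 for CD4 (1.75 to 4.07), 12.2 for CD3E (1.22 to 4.73), 355 for FCGR3B (117 to 179), 80.3 for CD68 (41.5 to 55.8) and 96.7 for C3 (29.3 to 42.9). The limb of pig 014 had 2657 TPM of ASPN (1700.1 to 2026) and 1238 of DPT (537 to 798), that of pig 022 had 358 of MYH4 (9.65 to 133) and 219 of SFRP1 (94.9 to 124), and that of pig 021 had 16.1 of TYMS (9.11 to 11.5).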

How the results depend on the processing

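The choices of median-of-ratios rescaling, of leaving out the most abundant sham genes, of leaving out pigs 014 and 018, of limma without trend and robust estimation, of TPM without a log, of principal components on rescaled TPM of the macrophage list mean with limbs left out, and of lists between injured groups and among genes of 1 group alone with limbs left out were made only after the data were seen. No paired analysis was possible because only pig 017 gave 2 limbs, and a random block for the pig could not be estimated for any gene. DESeq2, limma-voom and scaling by library size need counts and were not run, and the paper gives only the average depth of the libraries, 55 M reads.

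The direction of every named gene with a call was the same under each alternative run for single genes, which were the rescalings, filters, pseudocounts, limma without trend and robust estimation, and fits without some limbs. Leaving out the most abundant sham genes, fitting only the compared libraries and taking ECM-repaired limbs in pairs were not run for single genes. Of 123 named genes, 77 were higher and 27 lower, and 68 and 5 of these passed with any 1 limb left out. Of the lower genes, 19 no longer passed without the sham-operated limb of pig 025 and 20 without that of pig 026, and of the higher genes 9 and 0. After trimmed-mean rescaling, 69 of the higher and all 27 of the lower genes passed, and 11 further genes did. Counts moved more than directions, and apart from fits with fewer limbs or genes the cause was not tested. The 14 lists past camera against sham, and the 12 between ECM-repaired limbs and injured limbs without ECM, were 0 and 0 with an estimated correlation.

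Genes higher and lower were 2551 and 2462 in VML-injured, 2591 and 2578 in ECM-repaired and 1936 and 1831 in non-repaired muscle after trimmed-mean rescaling, with 1685 lower in Hya-repaired muscle and 1682 higher and 1375 lower in all 3 groups. After median-of-ratios rescaling they were 2721 and 2295, 2763 and 2381, and 2141 and 1636, with 1609 lower in Hya-repaired muscle and 1804 higher and 1269 lower in all 3 groups. Without the most abundant sham genes they were 2340 and 1901 in VML-injured, 2251 and 2173 in ECM-repaired, 2038 and 765 in non-repaired and 1614 and 1192 in Hya-repaired muscle, and 1536 and 628 in all 3 groups. These 3 settings change the scale of whole libraries and so the balance of rises and falls.

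With at least 1 TPM required in all 12 libraries, 65 genes were lower in the non-repaired group and 44 in all 3 groups. Fitting only the libraries compared gave 694 lower genes for the non-repaired and 1733 higher and 218 lower for the Hya-repaired group. Over the 15 pairs of ECM-repaired limbs, lower genes in that group were 163 at the lowest and 585 at the median, and lower genes in all 3 groups 18 to 194. Without pigs 014 and 018, lower genes were 261 in the non-repaired and 522 in the Hya-repaired group and 223 in all 3 groups.

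Without both limbs of pig 017, lower genes were 63 in the non-repaired and 710 in the Hya-repaired group and 49 in all 3 groups, and 2 genes passed between Hya-repaired and non-repaired limbs, 2 between ECM-repaired and Hya-repaired limbs and 1 between ECM-repaired limbs and injured limbs without ECM. In that last comparison, without pig 017, the list medians or their camera directions reversed, with -0.21 for fibrillar matrix, -0.24 for fast-twitch sarcomere, 0.25 for oxidative phosphorylation, -0.10 for glycolysis and glycogen, -0.0752 for TCA cycle and fatty acid oxidation and 0.0704 for adipocyte genes.

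Leaving out 1 limb at a time, higher genes ranged from 2461 (without sham 025) to 4604 (without 024) and lower genes from 114 (without sham 025) to 926 (without Hya-repaired 017) in VML-injured muscle. The ranges were 2592 (without sham 025) to 4278 and 287 (without sham 025) to 1192 in ECM-repaired, 2185 (without sham 025) to 4590 and 15 (without non-repaired 017) to 275 (without Hya-repaired 017) in non-repaired, and 1276 (without 016) to 3502 and 12 (without 016) to 780 (without Hya-repaired 017) in Hya-repaired muscle. Without sham 026, lower genes were 175, 305, 17 and 86 in these 4 comparisons. Without sham 025, lower genes were 20 in non-repaired muscle, and 1431 genes were higher and 30 lower in Hya-repaired muscle. In non-repaired muscle, higher genes were 2500 without 023, and lower genes 21 without 023, 69 without 022, 179 without 024 and 274 without 016. Without 024, 544 genes were lower in Hya-repaired muscle. The number changed in any group ranged from 2963 (without sham 025) to 6137, higher in all 3 groups from 1274 (without 016) to 3310, with 1394 without sham 025, and lower in all 3 groups from 5 (without non-repaired 017) to 262 (without Hya-repaired 017), with 11 without 016 and without sham 025, 15 without sham 026, 19 without 023, 49 without 022, 118 without 014 and 145 without 024. With 1 sham-operated, non-repaired or Hya-repaired limb left, that limb is assumed to vary like the limbs of the other groups.

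Between injured groups, 0 to 1 genes passed limma's test for ECM-repaired against non-repaired limbs (1 without non-repaired 017), 0 to 2 for Hya-repaired against non-repaired, 0 to 2 for ECM-repaired against Hya-repaired and 0 to 1 for ECM-repaired against injured without ECM (each without Hya-repaired 017). Lists past camera ranged from 13 to 14 against sham and from 9 to 13 between ECM-repaired and injured without ECM. In the latter, medians ranged without 1 limb from -0.24 to 0.40 for fibrillar matrix, -0.36 to 0.00951 for myogenic development, -1.31 to -0.14 for fast-twitch sarcomere, -1.24 to 0.56 for slow-twitch sarcomere, -0.53 to 0.19 for oxidative phosphorylation, -0.80 to -0.0506 for glycolysis and glycogen, -0.75 to -0.0582 for TCA cycle and fatty acid oxidation and -0.32 to 0.13 for adipocyte genes, with 1 end without Hya-repaired 016 and the other without Hya-repaired 017, except 0.00951 for myogenic development, which was without 014.

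The correlation of the responses ranged from 0.937 to 0.975 between ECM-repaired and non-repaired, 0.917 to 0.974 between ECM-repaired and Hya-repaired and 0.905 to 0.963 between non-repaired and Hya-repaired muscle. The lowest R2 within a condition was 0.898 with no filter on low values and 0.401 on TPM without a log. The gap between sham-operated and injured limbs on the first principal component was 35.3% of its range with genes scaled to unit variance.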

Differences from the paper's values

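Of the tests in this part, TPM without a log and Fisher's tests of genes unique to a group, with all limbs and with limbs left out, were chosen only after the data were seen. The paper gives an R2 above 0.95 for biological replicates. It describes adding its pseudocount of 0.5 to count data, not to TPM, so the scales may differ. The lowest value here was 0.846, between the Hya-repaired limbs, with an SD of 0.0327 over the 18 pairs within a condition, on log2(TPM + 0.5) over the genes tested. The difference remained under every alternative set before the data were examined: 0.849 with a pseudocount of 1, 0.838 with a pseudocount of 0.1, 0.898 with no filter on low values (between ECM-repaired limbs, with 0.908 for the Hya-repaired limbs), 0.835 over the genes past the threshold against sham and 0.848 as the square of Spearman's correlation (between ECM-repaired limbs, with 0.852 for the Hya-repaired limbs). TPM without a log, chosen after the values were seen, gave 0.401. The values of 4 of the 18 pairs, with those of the sham-operated and non-repaired groups among them, were above the paper's 0.95, which was 8 with no filter on low values and 0 with a pseudocount of 0.1. Of the 18 pairs, 15 are ECM-repaired limbs that pool the paper's SIS and UBM groups, so 9 of them are not replicates in its sense if each had 3 limbs, and the tally is not of the paper's groups.

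The paper states that the genes unique to a treatment held no significant pathways. Here, for the fixed lists, Fisher's exact test found 7 of 162 results past the threshold, all in the ECM-repaired group, among them 33 of 60 genes of oxidative phosphorylation in the genes lower in that group alone (adjusted p = 2.14e-22). With 1 limb left out, 3 to 7 results passed, but oxidative phosphorylation held 1 of 60 genes without the Hya-repaired limb of pig 017 (adjusted p = 1.000) and 4 of 60 without the sham-operated limb of pig 026 (adjusted p = 1.000), so that list rests on single limbs. Without pigs 014 and 018, 2 results passed. The non-repaired and Hya-repaired groups gave 0 of their tests with all limbs, and the Hya-repaired group gave 1 without its limb of pig 017. These are not the pathways or the differential test of the paper, and the ECM-repaired group here combines its SIS and UBM groups.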

Other observations

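The tests of the second principal component, of genes near 0 in a single limb and of macrophage genes after ECM repair, with and without single limbs, were chosen only after the results were seen.

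Fibro-adipogenic progenitor genes were higher than other genes in injured muscle. Of 17 tested fibro-adipogenic progenitor genes, 13 rose and 0 fell at a limma adjusted p under 0.05 (13 and 0 when adjusted over the list alone), with a median log2 fold change of 2.25 (camera adjusted p = 0.00146, and adjusted p = 0.498 with an estimated correlation). PDGFRA, the receptor that marks these cells, had a log2 fold change of 2.41 (standard error 0.32, limma adjusted p = 5.81e-05).

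Genes of muscle atrophy went both ways. Of 15 tested genes of muscle atrophy, 4 rose and 2 fell at a limma adjusted p under 0.05 (4 and 1 when adjusted over the list alone), with a median log2 fold change of -0.21 (camera adjusted p = 0.00901, and adjusted p = 0.523 with an estimated correlation). By camera they were lower than other genes, a call that ended without the sham-operated limb of pig 026 (adjusted p = 0.0887). CTSL, a lysosomal protease, had a log2 fold change of 3.82 (standard error 0.41, limma adjusted p = 1.29e-05). FBXO32, a ubiquitin ligase of atrophy, had a log2 fold change of -1.95 (standard error 0.76, limma adjusted p = 0.0450) and lost its call when any of 9 limbs was left out, both sham-operated limbs among them, and with no filter or a pseudocount of 0.1. TRIM63, another such ligase, had a log2 fold change of -1.77 (limma adjusted p = 0.0553) and passed after rescaling (adjusted p = 0.0122), whereas the call of FOXO1, with a log2 fold change of 0.83 (limma adjusted p = 0.0188), ended after rescaling (adjusted p = 0.743) and without the sham-operated limb of pig 025. Of 9 tested embryonic and denervation genes, 4 rose and 0 fell at a limma adjusted p under 0.05 (4 and 0 when adjusted over the list alone), with a median log2 fold change of 1.50 (camera adjusted p = 0.878, and adjusted p = 0.953 with an estimated correlation). Of this list, CHRNE and RUNX1 had log2 fold changes of 2.60 and 2.87 (limma adjusted p = 4.18e-05 and 0.000148). CHRNA1, a subunit of the acetylcholine receptor, had a log2 fold change of 0.09 (limma adjusted p = 0.948), with -0.69 after rescaling. Loss of innervation was not tested.

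Markers of fat, vessel, smooth muscle and nerve cells gave mixed results, and for these lists and for immediate early genes the median as deposited was positive while camera, which compares with other genes, had a negative sign. Of 17 tested adipocyte markers, 5 rose and 2 fell at a limma adjusted p under 0.05 (5 and 2 when adjusted over the list alone), with a median log2 fold change of 0.67 (camera adjusted p = 0.218, and adjusted p = 0.807 with an estimated correlation), and a median of -0.12 after rescaling. SCD, a desaturase of fatty acids, had a log2 fold change of 2.18 (limma adjusted p = 5.36e-05), and ADIPOQ, the hormone adiponectin, had a log2 fold change of -0.21 (limma adjusted p = 0.830). For endothelium, of 17 tested endothelial markers, 5 rose and 0 fell at a limma adjusted p under 0.05 (5 and 0 when adjusted over the list alone), with a median log2 fold change of 0.61 (camera adjusted p = 0.716, and adjusted p = 0.953 with an estimated correlation), and a median of -0.18 after rescaling. LYVE1, a receptor of lymphatic vessels and some macrophages, had a log2 fold change of 3.64 (limma adjusted p = 6.42e-07), whereas KDR, a receptor of blood vessel endothelium, had a log2 fold change of -0.07 (limma adjusted p = 0.899) and was lower after rescaling (adjusted p = 0.0316). PECAM1, found on all endothelium, had a log2 fold change of 0.63 (limma adjusted p = 0.294), with -0.17 after rescaling, and VWF had a log2 fold change of -0.19 (limma adjusted p = 0.798).

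Of 16 tested smooth muscle and pericyte markers, 6 rose and 3 fell at a limma adjusted p under 0.05 (6 and 3 when adjusted over the list alone), with a median log2 fold change of 0.67 (camera adjusted p = 0.255, and adjusted p = 0.807 with an estimated correlation), and a median of -0.09 after rescaling. TAGLN and CALD1, which bind actin, had log2 fold changes of 2.42 and 2.72 (limma adjusted p = 0.000118 and 0.000109), CNN1 had a log2 fold change of -0.09 (limma adjusted p = 0.805) and was lower after rescaling (adjusted p = 0.0337), and the call of ACTA2, with a log2 fold change of 1.26 (limma adjusted p = 0.0145), ended after rescaling (adjusted p = 0.314) and without the sham-operated limb of pig 025. Of 5 tested Schwann cell and nerve markers, 2 rose and 0 fell at a limma adjusted p under 0.05 (2 and 0 when adjusted over the list alone), with a median log2 fold change of 1.14 (camera adjusted p = 0.918, and adjusted p = 0.953 with an estimated correlation), and a median of 0.75 after rescaling. GAP43, a protein of growing axons and of repair Schwann cells, had a log2 fold change of 2.28 (limma adjusted p = 0.000349), and S100B and SOX10 had 1.81 and 1.14 (limma adjusted p = 0.00268 and 0.250). Of 20 tested immediate early genes, 7 rose and 1 fell at a limma adjusted p under 0.05 (6 and 0 when adjusted over the list alone), with a median log2 fold change of 0.46 (camera adjusted p = 0.169, and adjusted p = 0.807 with an estimated correlation), and a median of -0.31 after rescaling. CYR61, FOS and JUN had log2 fold changes of 2.14, -1.44 and -0.92 (limma adjusted p = 0.000383, 0.119 and 0.0600), of which FOS and JUN were lower after rescaling (adjusted p = 0.0215 and 0.00245), and EGR1 had a log2 fold change of 0.78 (limma adjusted p = 0.208), with -0.01 after rescaling. The lists of blood and skin genes and of B and plasma cell genes had fewer than 5 tested genes and were not tested.

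PDLIM7, which links proteins to actin in muscle and other cells, fell, with a log2 fold change of -1.22 (limma adjusted p = 0.00413), a call that ended without the sham-operated limb of pig 025 (adjusted p = 0.0537). Of the slow-twitch genes, MYL2 had a log2 fold change of -2.17 (limma adjusted p = 0.0560) and TNNI1 had a log2 fold change of -1.99 (limma adjusted p = 0.0460), whose call ended when any of 7 limbs was left out. Of the fast-twitch genes, MYH2 had a log2 fold change of -1.71 (limma adjusted p = 0.167) and passed after rescaling (adjusted p = 0.0331). Its reads are hard to tell from those of MYH1 and MYH4.

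Ribosomal protein genes made up 9.30% of the TPM of named genes in sham-operated and 17.1% in injured limbs on average (two-sided exact permutation test, p = 0.0303). Across the 10 injured limbs, the score on the second principal component went with that share (Pearson -0.809, p = 0.00367, Spearman -0.830, p = 0.00473, permutation tests, unchanged when adjusted over the 2 relations) and with the median TPM (Pearson 0.916, p = 0.00016 and adjusted p = 0.00032, Spearman 0.903, p = 0.00089 and adjusted p = 0.00178, permutation tests). Without the 2 limbs farthest from the median of each measure, Pearson's correlation was -0.712 (without pigs 018 and 014) and 0.848 (without pigs 024 and 014). Both measures come from the TPM that the component is computed on, so they are not independent of it. The sample labels also carry a PT number per limb, whose meaning they do not give. Among injured limbs, those of pigs 014 and 018 have the lowest numbers and the lowest scores (-45.2 and -43.9). That of pig 024 shares the highest number and scored highest (54.8), but that of pig 023, with a middle number, scored 39.1. The sham-operated limbs have numbers in the upper range. A relation to this number was not tested.

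A few genes, named after their values were seen, were far lower in 1 injured limb than in every other. PPIB was at 4.67e-05 TPM in the Hya-repaired limb of pig 016 and at 82.7 to 204 TPM in the other injured limbs, and LOC106504107 at 2.23 TPM there and at 23.4 to 53.9 TPM in the others. ATOX1 was at 0.496 TPM in the non-repaired limb of pig 023 (63.4 to 377 in the others), and TMEM106C at 2.94 TPM in the ECM-repaired limb of pig 024 (32.2 to 90.2 in the others).

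That ECM repair raises macrophage genes was a hypothesis from the list medians. The list mean was higher by 0.415 in the ECM-repaired limbs than in the injured limbs without ECM (two-sided exact permutation test, p = 0.0571), and the adjusted p over the 27 lists was 0.986, so the 10 limbs neither show nor exclude it. The Hya-repaired limb of pig 017 had the lowest list mean of the limbs without ECM (3.69), and that of pig 018 the highest of the ECM-repaired limbs (5.32). Leaving out these extremes had to shrink the difference, so it cannot tell whether the limbs are atypical. The difference was 0.183 without the limb of pig 017 (exact permutation p = 0.333) and 0.313 without that of pig 018 (exact permutation p = 0.103). Without both it was 0.0804 (exact permutation p = 0.339). Without any other limb it was 0.414 to 0.503, with exact permutation p = 0.0397 without pig 013 or pig 022 and p = 0.0833 to 0.119 otherwise. After rescaling, the exact permutation p was 0.114, and the lowest of any list was 0.0476, for chemokines and cytokines (adjusted p = 0.807). The smallest p that 210 splits allow is 0.00476, at which 1 list alone could not pass after adjustment over the 27 lists.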
